# Multidimensional conservation analysis decodes the expression of conserved long noncoding RNAs

**DOI:** 10.26508/lsa.202302002

**Published:** 2023-04-05

**Authors:** Qiuzhong Zhou, Yuxi Jiang, Chaoqun Cai, Wen Li, Melvin Khee-Shing Leow, Yi Yang, Jin Liu, Dan Xu, Lei Sun

## Abstract

Although long noncoding RNAs (lncRNAs) experience weaker evolutionary constraints and exhibit lower sequence conservation than coding genes, they can still conserve their features in various aspects. Here, we used multiple approaches to systemically evaluate the conservation between human and mouse lncRNAs from various dimensions including sequences, promoter, global synteny, and local synteny, which led to the identification of 1,731 conserved lncRNAs with 427 high-confidence ones meeting multiple criteria. Conserved lncRNAs, compared with non-conserved ones, generally have longer gene bodies, more exons and transcripts, stronger connections with human diseases, and are more abundant and widespread across different tissues. Transcription factor (TF) profile analysis revealed a significant enrichment of TF types and numbers in the promoters of conserved lncRNAs. We further identified a set of TFs that preferentially bind to conserved lncRNAs and exert stronger regulation on conserved than non-conserved lncRNAs. Our study has reconciled some discrepant interpretations of lncRNA conservation and revealed a new set of transcriptional factors ruling the expression of conserved lncRNAs.

## Abstract (precis)

The authors demonstrate the transcriptional codes that govern the expression of conserved long noncoding RNAs through multi-dimensional conservation analysis.

## Introduction

The transcriptional landscape is far more complex than initially thought, as most of the genomic sequence is pervasively transcribed into a wide variety of RNAs (Berretta & Morillon, 2009; Djebali et al, 2012). A substantial portion of RNA transcripts does not encode proteins and is regarded as noncoding RNAs. A major category of noncoding RNAs is long noncoding RNAs (lncRNAs), loosely defined as the long RNA transcripts (>200 bp) with no apparent protein-coding capacity (Derrien et al, 2012; Quinn et al, 2016). Although lncRNAs were once deemed to be the “transcriptional noise” or abandonpted RNA for a long time (Ponjavic et al, 2007), the past 15 yr have witnessed a significant rise of interest in lncRNAs as numerous lncRNAs are emerging as regulators in various biological processes (Wilusz et al, 2009; Fatica & Bozzoni, 2014; Knoll et al, 2015; Butler et al, 2019).

Because only a very small fraction of lncRNAs have been functionally characterized, the study of lncRNA conservation through comparative genomic analysis provides an important piece of evidence for their functional implication (Guttman et al, 2009; Mercer et al, 2009; Chen et al, 2016; Quinn et al, 2016; Tichon et al, 2016; Ulitsky, 2016; Sarropoulos et al, 2019; Darbellay & Necsulea, 2020). Unlike protein-coding genes, the primary sequences of lncRNAs encounter less evolutionary constraints so most lncRNAs exhibit poor sequence similarity even between closed species (Guttman et al, 2010; Ulitsky et al, 2011; Kutter et al, 2012; Ulitsky & Bartel, 2013; Necsulea et al, 2014; Hezroni et al, 2015). However, lncRNAs could be conserved at additional dimensions such as secondary structures, function, promoter sequences, and syntenic loci (i.e., genes located in a conserved order along the chromosomes) (Diederichs, 2014; Sharma & Carninci, 2020). Assessing conservation with different dimensions inevitably result in distinct sets of conserved lncRNAs (Guttman et al, 2010; Nielsen et al, 2014; Hezroni et al, 2015; Hezroni et al, 2017; Amaral et al, 2018; Ding et al, 2018; Guo et al, 2020; Ruan et al, 2020). For instance, some studies have suggested that conserved lncRNAs tend to be more abundant, contain more TE (transposable element), and exhibit lower tissue specificity (Nielsen et al, 2014; Hezroni et al, 2015), but these features were not always found in other studies (Guttman et al, 2010; Hezroni et al, 2017; Ding et al, 2018), presenting a significant challenge for understanding the properties and functions of conserved lncRNAs.

Over the past decade, studies on lncRNA have consistently shown that lncRNAs are expressed at lower abundance than protein-coding genes but with higher tissue specificity (Guttman et al, 2010; Cabili et al, 2011). The distinct features between lncRNA and mRNA expression suggest that the *trans* regulators and *cis* “codes” ruling lncRNAs transcription are likely different from those ruling protein-coding genes. Indeed, in silico transcription factor (TF)–binding site analysis on tetrapod-conserved lncRNAs uncovered different types of TFs with preferential binding on lncRNA versus protein-coding promoters (Necsulea et al, 2014). Furthermore, intergenic lncRNA promoters have been shown to contain less complex TF motif profiles and lower TF motif density than protein-coding promoters, suggesting that the diversity and density of TF motifs in promoters positively contribute to the transcription activity at the expense of tissue specificity (Mattioli et al, 2019). However, it remains unknown whether conserved lncRNAs and non-conserved lncRNAs bear different TF-binding profiles and thus are controlled by different sets of TFs.

In this study, we integrated multiple approaches to evaluate lncRNA conservation from different dimensions, leading to the identification of a collection of 1,731 conserved lncRNAs between human and mouse. The conserved and non-conserved lncRNAs exhibit a significant difference in their abundance, transcript number, tissue specificity, etc. Interestingly, lncRNA conservation is associated with the TF motif profiles in their promoter regions in terms of both diversity and density. In line with this observation, we identified a set of TFs that regulate the transcription of conserved lncRNAs and verified their function by gain- and loss-of-function analysis. Taken together, our results have reconciled many discrepant interpretations of lncRNA conservation and uncovered a regulatory mechanism governing the expression of conserved lncRNAs.

## Results and Discussion

### Systematic identification of conserved lncRNAs between human and mouse

To provide a comprehensive catalog of conserved lncRNAs, we used a variety of methods established in earlier reports to evaluate the global synteny, local synteny, sequence conservation, and promoter conservation of the lncRNAs in mouse and human (Fig 1A) (Necsulea et al, 2014; Hezroni et al, 2015; Amaral et al, 2018; Ding et al, 2018; Darbellay & Necsulea, 2020). First, the global synteny approach assesses lncRNA conservation based on their whole-genome sequences alignment (Hezroni et al, 2017; Darbellay & Necsulea, 2020). We lifted the genomic positions of lncRNAs from one species to the corresponding positions in the other species based on the genome synteny alignment (Fig S1A). If a mouse lncRNA and a human lncRNA superimpose on each other after lift-over, these two lncRNAs are considered to be a conserved pair. Second, the local synteny approach defines lncRNA conservation based on their nearest protein-coding genes (Ding et al, 2018; Bryzghalov et al, 2020). If an lncRNA’s nearest flanking coding genes in mouse can simultaneously match the flanking genes of an lncRNA in human, this lncRNA is considered conserved in its local synteny (Fig S1B). Third, the sequence conservation approach determines lncRNA conservation using sequence homologous alignment (Fig S1C) (Necsulea et al, 2014). The lncRNA–lncRNA pairs in mouse and human with phastCons score >0.58 were defined as sequence conserved lncRNAs. Finally, lncRNAs with highly conserved promoters between human and mouse were considered promoter-conserved lncRNA (Fig S1D) (Amaral et al, 2018).

**Figure 1.**
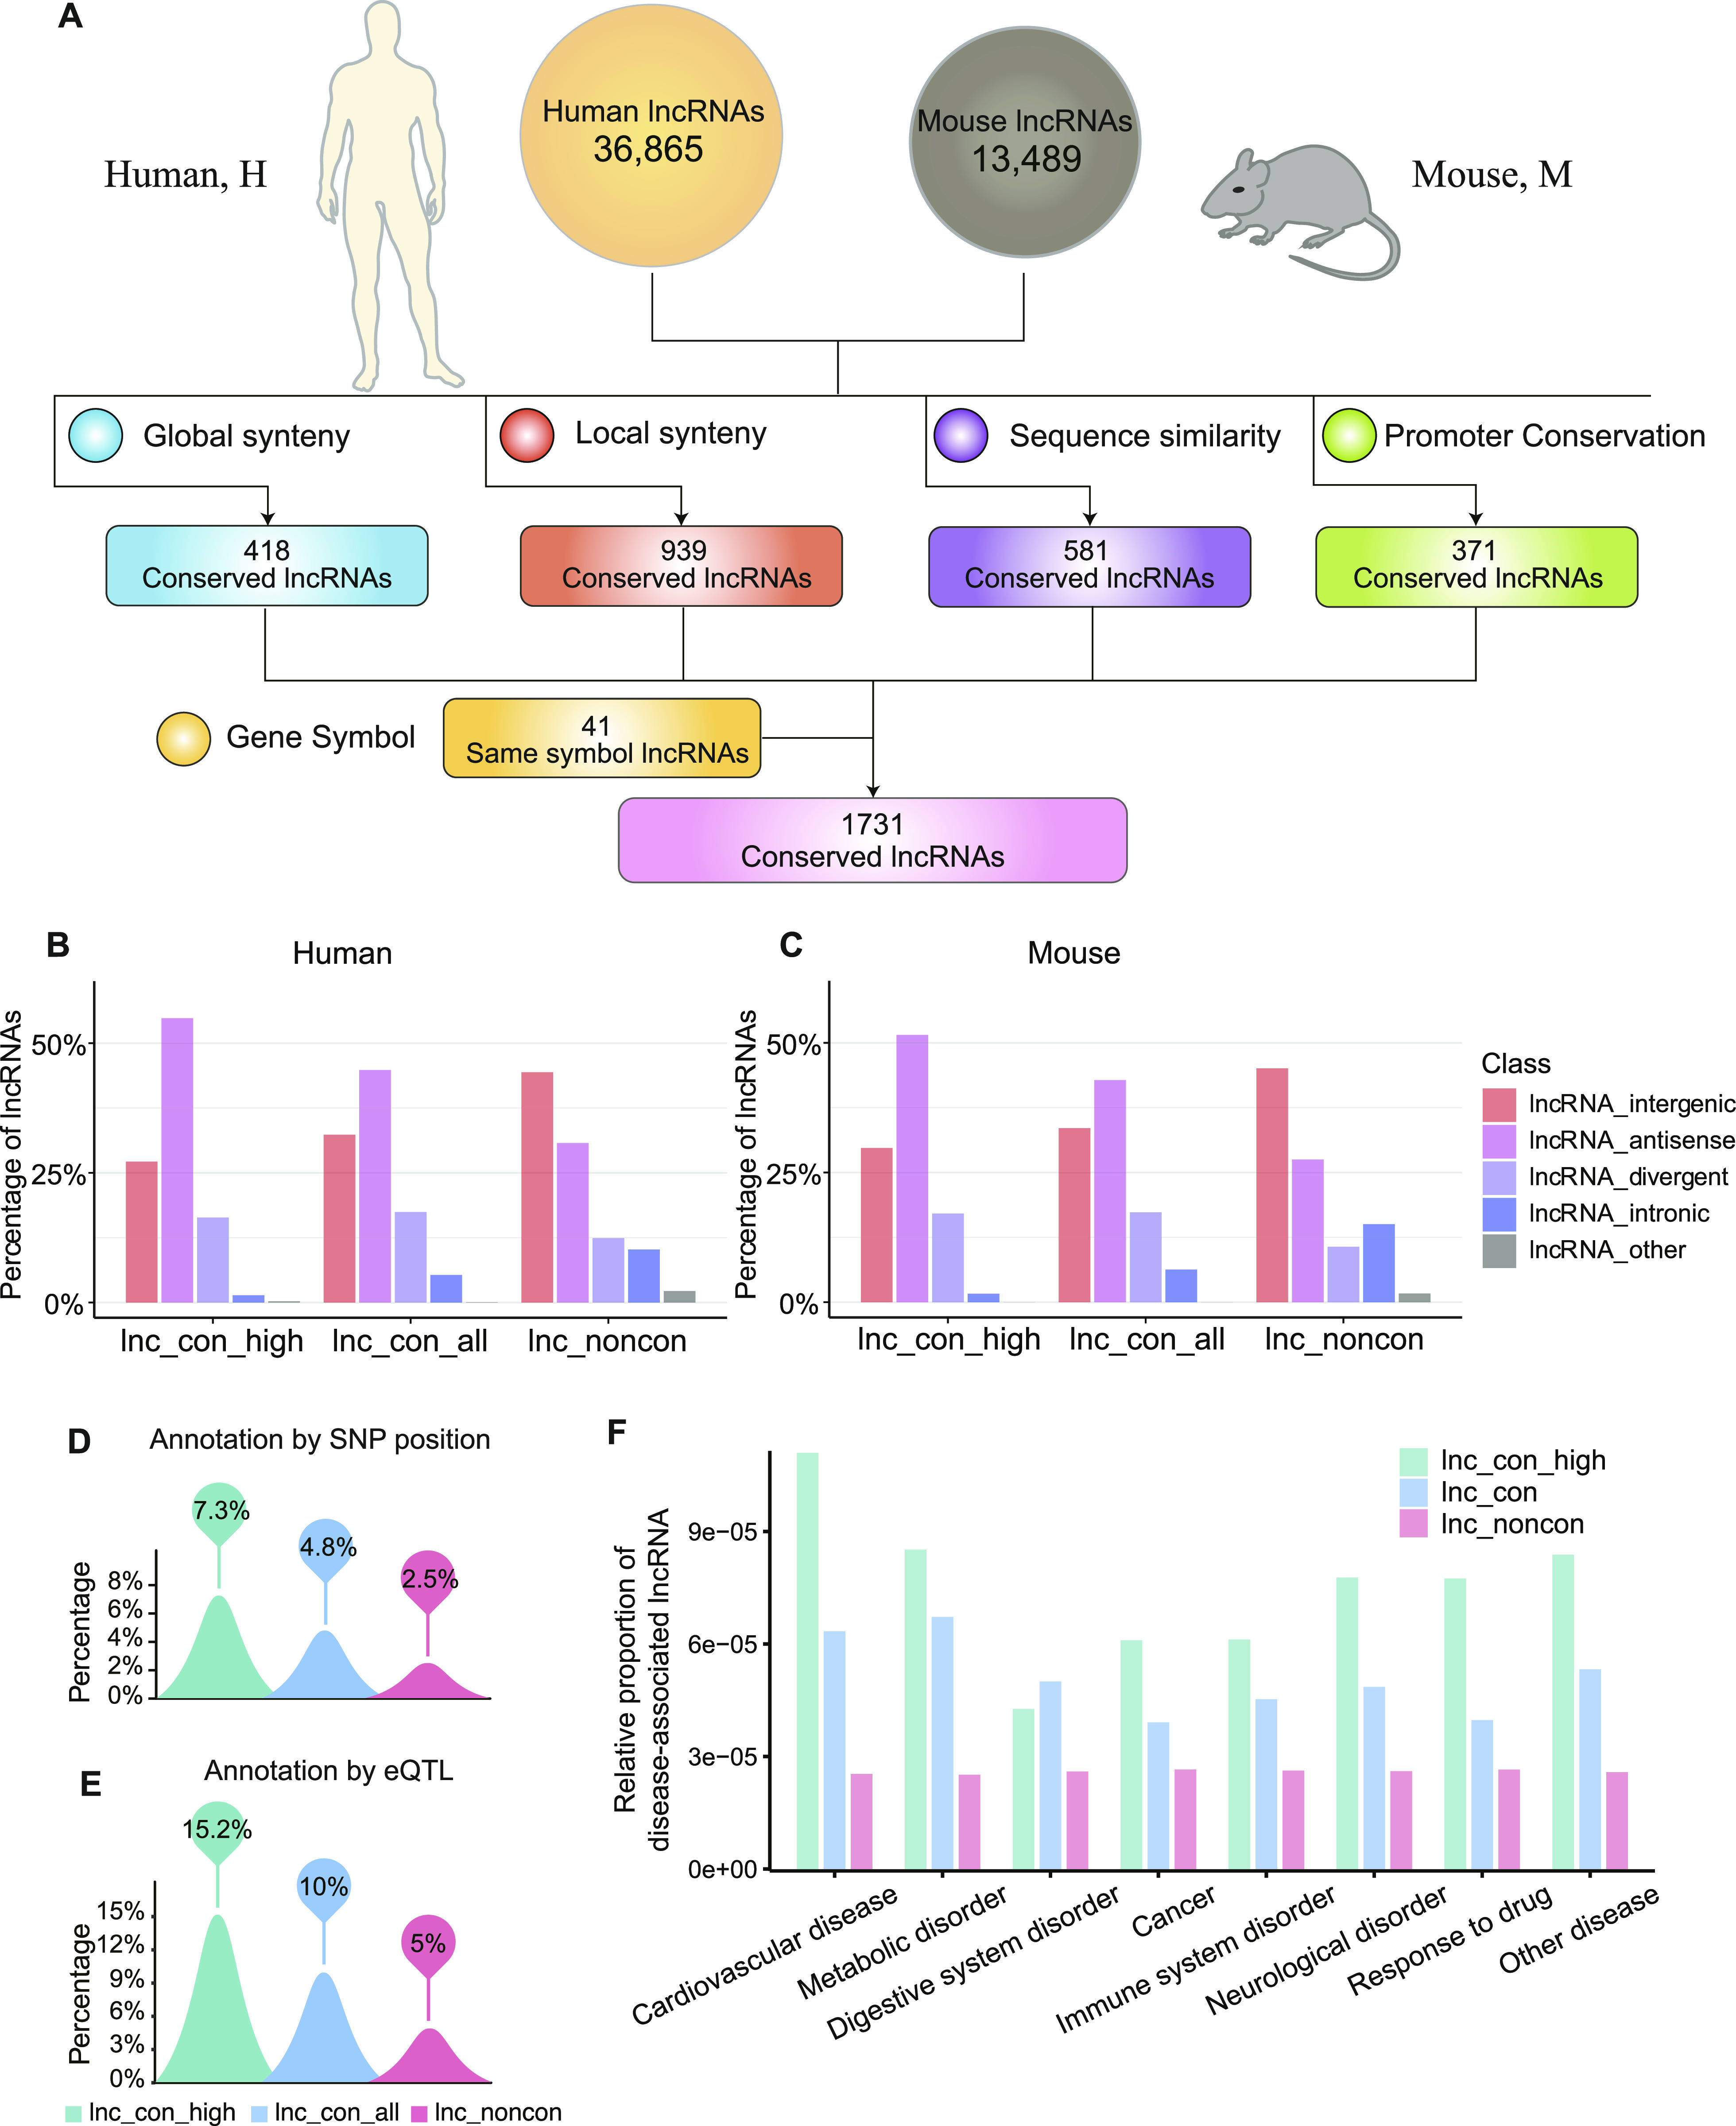
Identification of conserved lncRNAs between human and mouse. **(A)** Conserved lncRNAs between human and mouse. We identified the conserved lncRNAs by the method of gene symbol, global synteny, local synteny, sequence similarity, and promoter conservation, separately (detailed in the Materials and Methods section). **(B, C)** The distribution of antisense, intergenic, intronic, and divergent lncRNAs in the non-conserved, conserved, and high-confidence lncRNAs for human (B) and mouse (C). **(D)** Percentage of disease-associated lncRNAs annotated by the position of SNP (single-nucleotide polymorphism) in the non-conserved, conserved, and high-confidence lncRNAs. If an lncRNA had a disease-associated SNP in its exon, this lncRNA is defined as the disease-associated lncRNAs. **(E)** Percentage of disease-associated lncRNAs annotated by eQTL (expression uantitative trait loci) in the non-conserved, conserved, and high-confidence lncRNAs. If the expression of an lncRNA linked to a disease-associated eQTL, this lncRNA is defined as the disease-associated lncRNAs. **(F)** The relative proportion of disease-associated lncRNA in the high-conserved, conserved, and non-conserved lncRNAs. We assigned the disease-associated lncRNAs to differential disease based on the disease category of NHGRI-EBI GWAS Catalog. The proportion was normalized by dividing the number of disease-associated conserved/non-conserved lncRNA by the total of disease-associated lncRNA and total of conserved/non-conserved lncRNAs.

**Figure S1.**
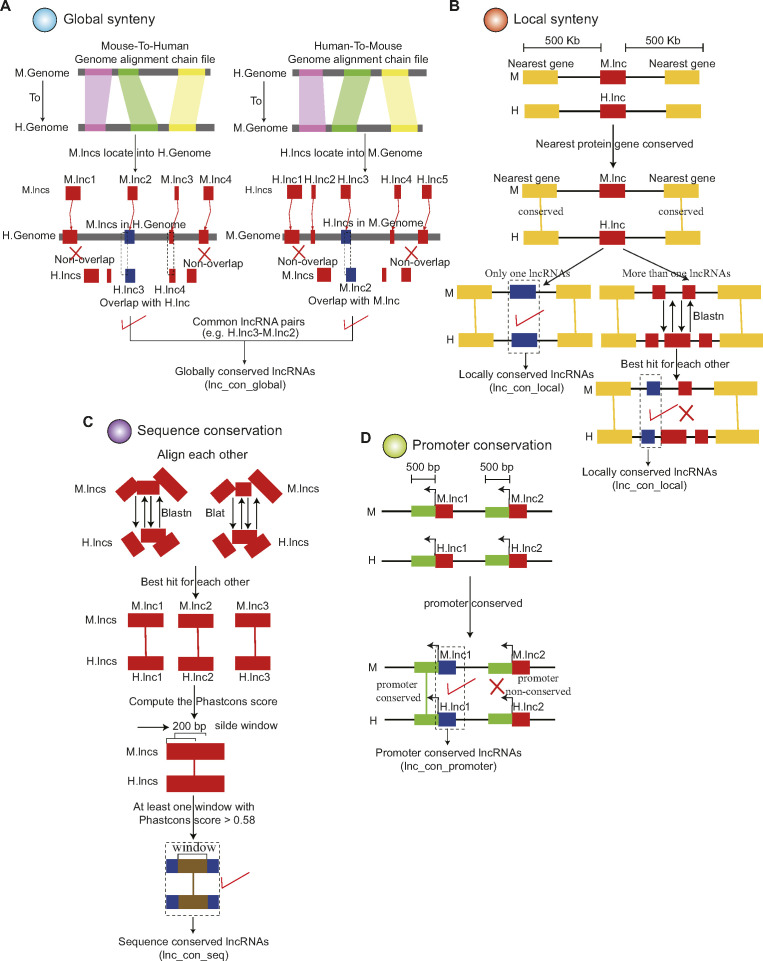
Schematic method for identification of conserved lncRNAs between human and mouse. **(A)** Identification of globally conserved lncRNAs. The globally conserved lncRNAs were assessed by the whole-genome sequences alignment between human and mouse. We lifted the genomic positions of lncRNAs in one species to the corresponding positions in the other species based on the genome synteny. If a mouse lncRNA and a human lncRNA overlap with each other after lift-over, these two lncRNAs are defined as a globally conserved pair. **(B)** Identification of locally conserved lncRNAs. We identified locally conserved lncRNAs based on their nearest protein-coding genes. **(C)** Identification of sequence-conserved lncRNAs. The sequence conserved lncRNAs were identified based on the sequence conservation of lncRNAs. **(D)** Identification of promoter-conserved lncRNAs. The lncRNA–lncRNA pair with the conserved promoter was considered as the promoter conserved lncRNAs. A detailed description of these approaches is given in the Materials and Methods section.

Using the approaches described above, we identified 418, 939, 581, and 371 lncRNAs as globally, locally, sequence, and promoter-conserved lncRNAs, respectively (Figs 1A and S1A–D and Table S1). In addition, we noticed that 41 lncRNAs have the same gene symbols (Yates et al, 2017), and all of them are established as conserved lncRNAs in other reports (Russell et al, 2006; Hezroni et al, 2015; Amaral et al, 2018), thus these lncRNAs are also included in our list (Fig 1A and Table S1). Overall, we identified a total of 1,731 conserved lncRNAs between human and mouse (Table S2), Of these, ∼53% of them overlapping with the conserved lncRNAs reported in the previous studies (Hezroni et al, 2015; Amaral et al, 2018; Sarropoulos et al, 2019). 427 lncRNAs pass the assessment of at least two approaches and are thereby referred to as high-confidence lncRNAs (Table S2). As expected, many previously reported conserved lncRNAs, such as *XIST*, *HOTAIR*, and *MALAT1*, were found in the high-confidence category (Table S2).

Table S1 The conserved lncRNAs identified by the differential methods.

Table S2 All conserved lncRNAs between human and mouse in this study.

Based on the proximity of lncRNAs to nearby coding genes, lncRNAs can be broadly classified as intergenic, antisense, divergent, intronic, and other types. The intergenic and antisense types account for the most of the lncRNAs in both conserved and non-conserved lncRNAs, with antisense type comprising the highest proportion in conserved ones (Figs 1B and C and S2A and B). The percentage of antisense type is considerably higher in conserved (∼45% for human and ∼43% for mouse) than non-conserved (∼31% for human and ∼28% for mouse) lncRNAs and is even higher in the high-confidence lncRNAs (∼55% for human and ∼52% for mouse) (Fig 1B and C).

**Figure S2.**
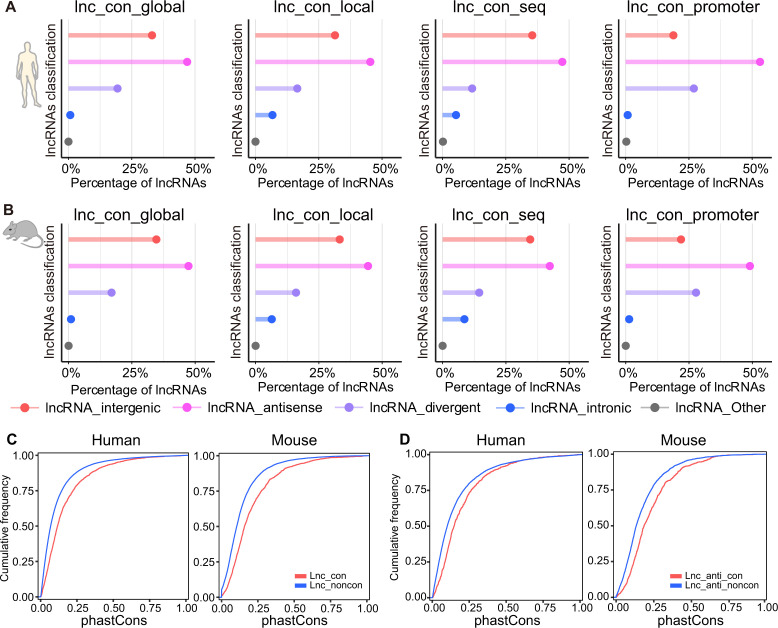
The distribution of lncRNA types among the differential types of conserved lncRNAs. **(A, B)** The distribution of antisense, intergenic, and divergent lncRNAs among the differential types of conserved lncRNA classes in (A) human and (B) mouse. **(C)** The phastCons score between the conserved and non-conserved lncRNAs. **(D)** The phastCons score between the conserved and non-conserved antisense lncRNAs. Lnc_anti_con: conserved antisense lncRNAs. Lnc_anti_noncon: non-conserved antisense lncRNAs.

We speculated that the higher proportion of antisense lncRNAs in conserved group may biasely drive stronger sequence conservation for the conserved lncRNAs as a whole group due to the overlapping nature between antisense lncRNAs and coding genes (Fig S2C). To address this question, we compared the sequence conservation between antisense lncRNAs from conserved and non-conserved groups. The antisense lncRNAs from the conserved group still exhibit stronger sequence conservation than those from non-conserved group (Fig S2D). Therefore, the sequence conservation observed in the conserved group is not only merely contributed by a higher prevalence of coding gene–overlapping transcripts but also by their intrinsic sequence conservation nature.

Moreover, in human, 6.72% antisense lncRNAs are conserved whereas 3.79% “nonoverlapping” lncRNAs are conserved. In mouse, 18.75% antisense lncRNAs are conserved whereas 10.48% “nonoverlapping” lncRNAs are conserved. The antisense lncRNAs appear to be more conserved than nonoverlapping lncRNAs, likely due to their mRNA-overlapping nature. However, the vast majority of antisense lncRNAs, 93.28% in human and ∼89.52% in mouse, are not able to pass the criteria of conservation assessment, indicating that mRNA-overlapping is not a predominant factor for lncRNA conservation in our assessment pipeline. Therefore, the mRNA-overlapping nature of antisense lncRNAs is unlikely to introduce significant bias into our downstream analysis.

### Conserved lncRNAs are preferentially connected to human diseases

To examine the disease association of non-conserved and conserved lncRNAs, we used the GWAS (genome-wide association study) and eQTL (expression quantitative trait loci) data to identify the disease-associated lncRNAs. If an lncRNA has a disease-associated SNP (single-nucleotide polymorphism) in its exon or is linked to a disease-associated eQTL, it is considered as a disease-associated lncRNA. We identified 963 (83 conserved and 880 non-conserved lncRNAs) and 1,914 (173 conserved and 1,741 non-conserved lncRNAs) disease-associated lncRNAs based on the SNP-position and eQTL, respectively (Tables S3–S6). In both methods, the lncRNAs with higher conservation are more likely to associate with diseases (Figs 1D and E and S3A and B), supporting a connection between lncRNAs’ conservation and their functional importance. It is notable that the conserved lncRNAs are more related to cardiovascular disease and metabolic disorder than others (Fig 1F), suggesting a potential role for conserved lncRNAs in these diseases.

Table S3 Disease annotation of conserved lncRNAs by the position of single-nucleotide polymorphism.

Table S4 Disease annotation of non-conserved lncRNAs by the position of single-nucleotide polymorphism.

Table S5 Disease annotation of conserved lncRNAs by the expression quantitative trait loci.

Table S6 Disease annotation of non-conserved lncRNAs by the expression quantitative trait loci.

**Figure S3.**
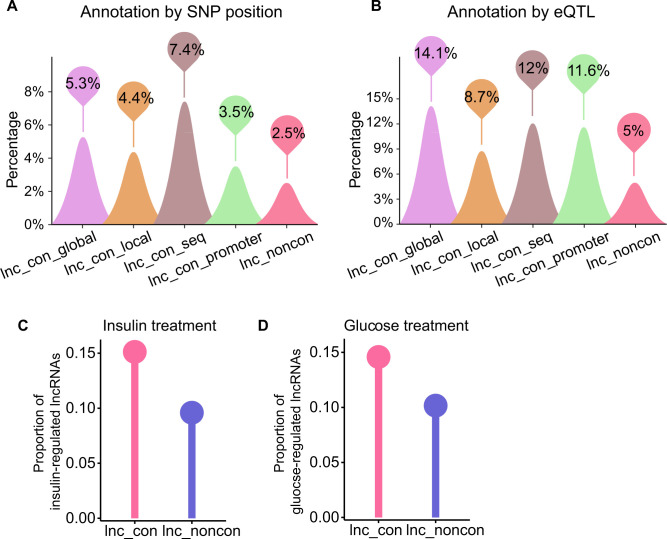
Funtional importance in disease for the conserved lncRNAs. **(A, B)** The disease-associated lncRNAs were identified by the (A) position of SNP (single-nucleotide polymorphism) and (B) eQTL (expression quantitative trait loci), separately. If an lncRNA had a disease-associated SNP in its exon or linked to a disease-associated eQTL, it is defined as the disease-associated lncRNAs. **(C)** The relative proportion of insulin-regulated lncRNAs in the conserved lncRNAs and non-conserved lncRNAs after the insulin stimulation in adipocytes. **(D)** The relative proportion of glucose-regulated lncRNAs after the glucose stimulation in bone stem cell. We used a cut-off of FDR < 0.05 to identify the insulin- or glucose- regulated lncRNAs.

Insulin and glucose responses are closely related to cardiovascular and metabolic disease. To further inspect the functional importance of conserved lncRNA for these diseases, we analyzed the published datasets of insulin-stimulated adipocytes and high gluocse–treated bone marrow stem cells (Degirmenci et al, 2019; Lao et al, 2022). In both datasets, a higher proportion of conserved lncRNAs respond significantly to nutrient stimuli than non-conserved lncRNAs, suggesting a more crucial role of the conserved lncRNAs in the insulin and glucose response (Fig S3C and D).

### Characterize the gene structure difference between conserved and non-conserved lncRNAs

To systemically characterize the gene structure difference between conserved and non-conserved lncRNAs, we investigated their transcript numbers per gene, exon numbers, gene length, and transposable elements (TEs) insertion. The extent of conservation is positively associated with transcript number (Figs 2A and S4A), exon number (Figs 2B and S4B), and gene length (Figs 2C and S4C) in both species. The conserved lncRNAs contain higher transcript and exon numbers and longer gene than non-conserved lncRNAs (Fig 2A–C); the high-confidence lncRNAs, compared with the conserved lncRNAs, have a higher number of transcripts and exons and longer genes. However, even the high-confidence lncRNAs have substantially fewer transcripts and exons and shorter genes in comparison with coding genes (Fig 2A–C). To preclude the bias due to the imbalanced sample size between conserved and non-conserved lncRNAs, we conducted 1,000 random resampling analyses with a sample size of 500 and observed the similar results (Figs 2A–C and S4D), which reinforces the structural characteristic difference observed above.

**Figure 2.**
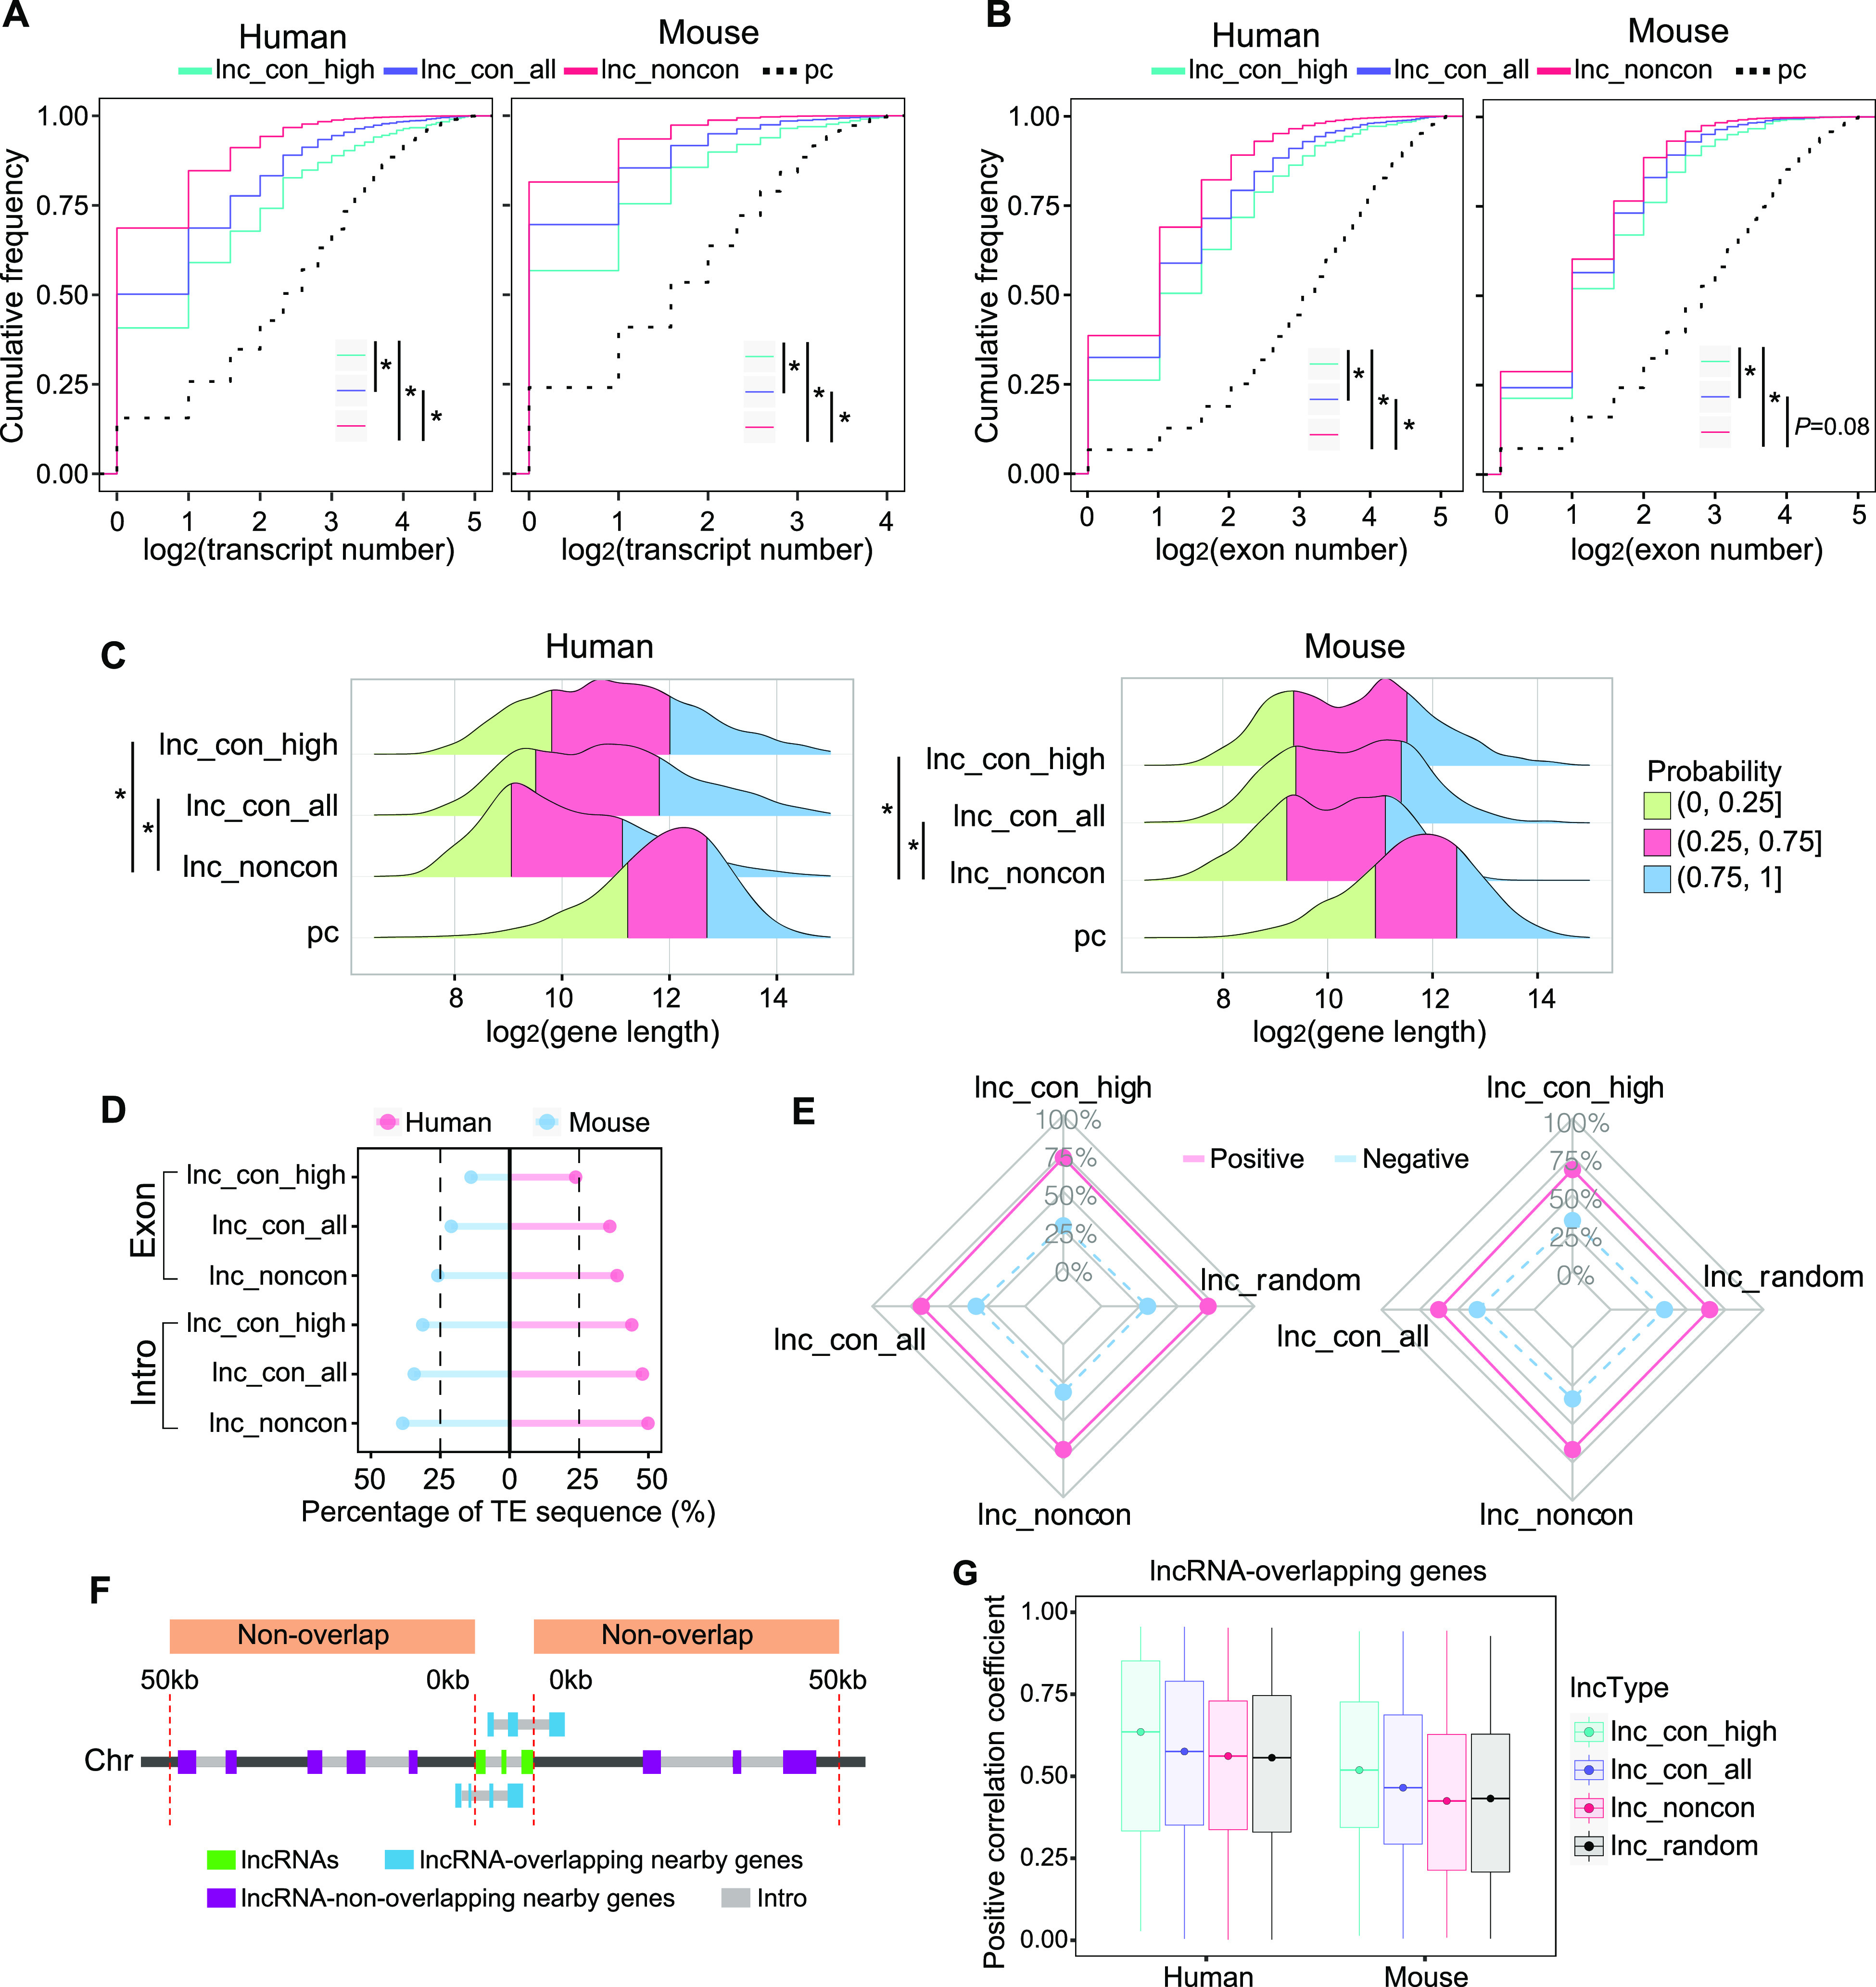
Global characteristics of the non-conserved, conserved, and high-conserved lncRNAs. **(A, B, C)** Transcript number, (B) exon number, and (C) gene length among the non-conserved, conserved, and high-confidence lncRNAs in human and mouse. **(D)** Percentage of TE sequence in the non-conserved, conserved, and high-confidence lncRNAs. **(E)** Percentage of positively and negatively correlated pairs between lncRNA and its nearby genes within the flanking 50 kb. Lnc_random: 1,000 lncRNA–mRNA random pairs (null model). **(F)** Schematic of overlapping and nonoverlapping nearby genes of lncRNAs. Only genes located within 50 kb up- and down-stream of lncRNAs are considered. **(G)** The correlation coefficient between the lncRNAs and its overlapping genes for the non-conserved, conserved, and high-confidence lncRNAs. We randomly resample 1,000 lncRNA–mRNA pairs in the same distance as the null model. The box covers a range from the 25th percentile (lower quartile) to the 75th percentile (upper quartile), which refers to the interquartile range (IQR). The dot in the box represents the 50th percentile (median). The upper whisker is the largest observation less than or equal to upper quartile +1.5*IQR. The lower whisker is the smallest observation greater than or equal to lower quartile −1.5*IQR. (* in A and B, *P*-value < 0.05, Kolmogorov–Smirnov test; * in G, *P*-value < 0.05, Mann–Whitney *U* test).

**Figure S4.**
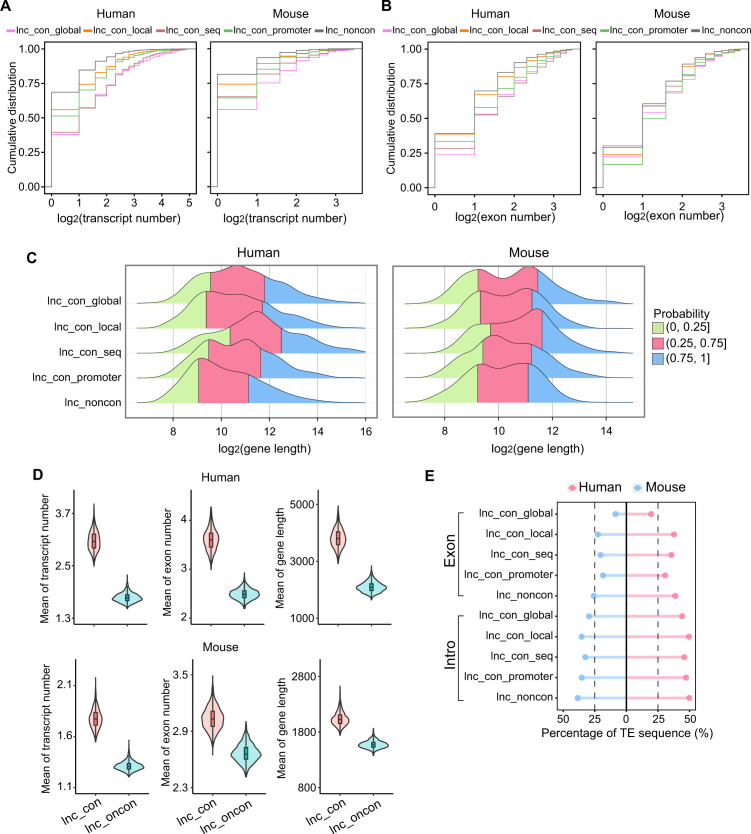
Global characteristics of the different types of conserved lncRNAs. **(A, B, C)** Transcript number, (B) exon number, and (C) gene length of different class of conserved lncRNAs in human and mouse. **(D)** The boxplot of the transcript number, exon number, and gene length between the conserved and non-conserved lncRNAs by 1,000 times random resample (n = 500). **(E)** Percentage of TE sequences in the different classes of conserved lncRNAs.

Transposable elements (TEs) often replicate themselves by inserting their copies into genomes. It has been reported that TEs can make a major contribution to the origin and diversification of lncRNAs in vertebrate animals (Kapusta et al, 2013). To examine whether the presence of TEs may influence the extent of conservation, we calculated the percentage of TE-derived sequences in our lncRNA repertoire using RepeatMasker (v4.07). We found that TE-sequences are preferentially embedded in non-conserved lncRNAs and are least present in high-confidence lncRNAs (Fig 2D). This distribution pattern is consistent in both exon and intron regions (Figs 2D and S4E). Therefore, the prevalence of TEs in lncRNAs is negatively associated with lncRNAs’ conservation, suggesting that TEs are significant driving factors for the rapid evolution of lncRNAs.

### Conserved lncRNAs have a higher expression correlation with their nearby genes

Because lncRNAs often act as the cis-regulatory elements in mammalian gene regulation (Yan et al, 2017), we investigated whether the conserved lncRNAs have stronger association with its nearby gene using 272 (human) and 136 (mouse) samples from a variety of sources (Poitou et al, 2015; Li et al, 2017; Varemo et al, 2017; Ramnath et al, 2018). Based on the expression correlation between lncRNAs and nearby genes within the flanking 50 kb, lncRNAs were divided into positively and negatively correlated groups. Regardless of conservation, the vast majority of lncRNAs are positively correlated with their nearby genes (Figs 2E and S5A). We further classified these nearby genes into two types, lncRNA-overlapping and lncRNA-nonoverlapping genes (Fig 2F). We found that the conserved lncRNAs, compared with non-conserved lncRNAs, exhibit stronger correlations with their overlapping genes, and the high-confidence lncRNAs have the strongest correlation (Fig 2G). Such a correlation may be due to a looser and more opening chromatin structures near the conserved lncRNA loci that facilate the access of regulatory factors to this region and lead to stronger co-regulations for the genes in proximity to the lncRNAs. It is worth noting that conserved lncRNAs exhibit a higher correlation only with their nearby gene within their overlapping genes (Fig S5B), revealing a role of the lncRNA–mRNA distance in maintaining their co-regulation and/or regulatory interactions during evolution.

**Figure S5.**
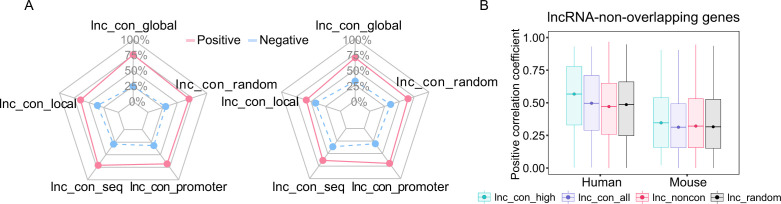
The correlation coefficients between the lncRNAs and its nearby genes. **(A)** The percentage of positively and negatively correlated lncRNA–mRNA pairs in different classes of conserved lncRNAs. **(B)** The positive correlation coefficients between the lncRNAs and its nonoverlapping nearby genes across the non-conserved, conserved, and high-confidence lncRNAs. The box covers the interquartile range (IQR) from the 25th percentile (lower quartile) to the 75th percentile (upper quartile). The dot in the box represents the 50th percentile (median). The upper whisker is the largest observation less than or equal to upper quartile +1.5*IQR. The lower whisker is the smallest observation greater than or equal to lower quartile −1.5*IQR. Null model: 1,000 random conserved lncRNA–mRNA pairs in the same distance.

### Conserved lncRNAs are more widely expressed than non-conserved lncRNAs across tissues

To investigate whether the conservation of lncRNAs is associated with their abundance and dynamic distributions across different tissues, we analyzed lncRNA expression profiles in humans and mice using RNA-seq data from multiple tissues. The detectable percentage (Fig 3A and B) and abundance of conserved lncRNAs (Fig 3C and D) are generally higher than those of non-conserved lncRNAs across most examined tissues. Moreover, the high-confidence lncRNAs exhibit even higher detectable percentage and abundance than the conserved ones (Fig 3A–D). The widespread expression nature of conserved lncRNAs is also observed in all subcategories of conserved lncRNAs (Fig S6A–D). We next sought to inspect the relationship between tissue specificity and lncRNA conservation. We used the maximum fractional expression to define the tissue-specific score and found that both conserved and high-confidence lncRNAs exhibit lower tissue specificity than non-conserved lncRNAs in both species (Fig 3E and F). More quantitatively, regardless of the threshold used to define tissue specificity, both the conserved and high-confidence lncRNAs have a lower percentage of tissue-specific lncRNAs (Fig 3G and H). Thus, the extent of lncRNA conservation is generally associated with their widespread expression across different tissues.

**Figure 3.**
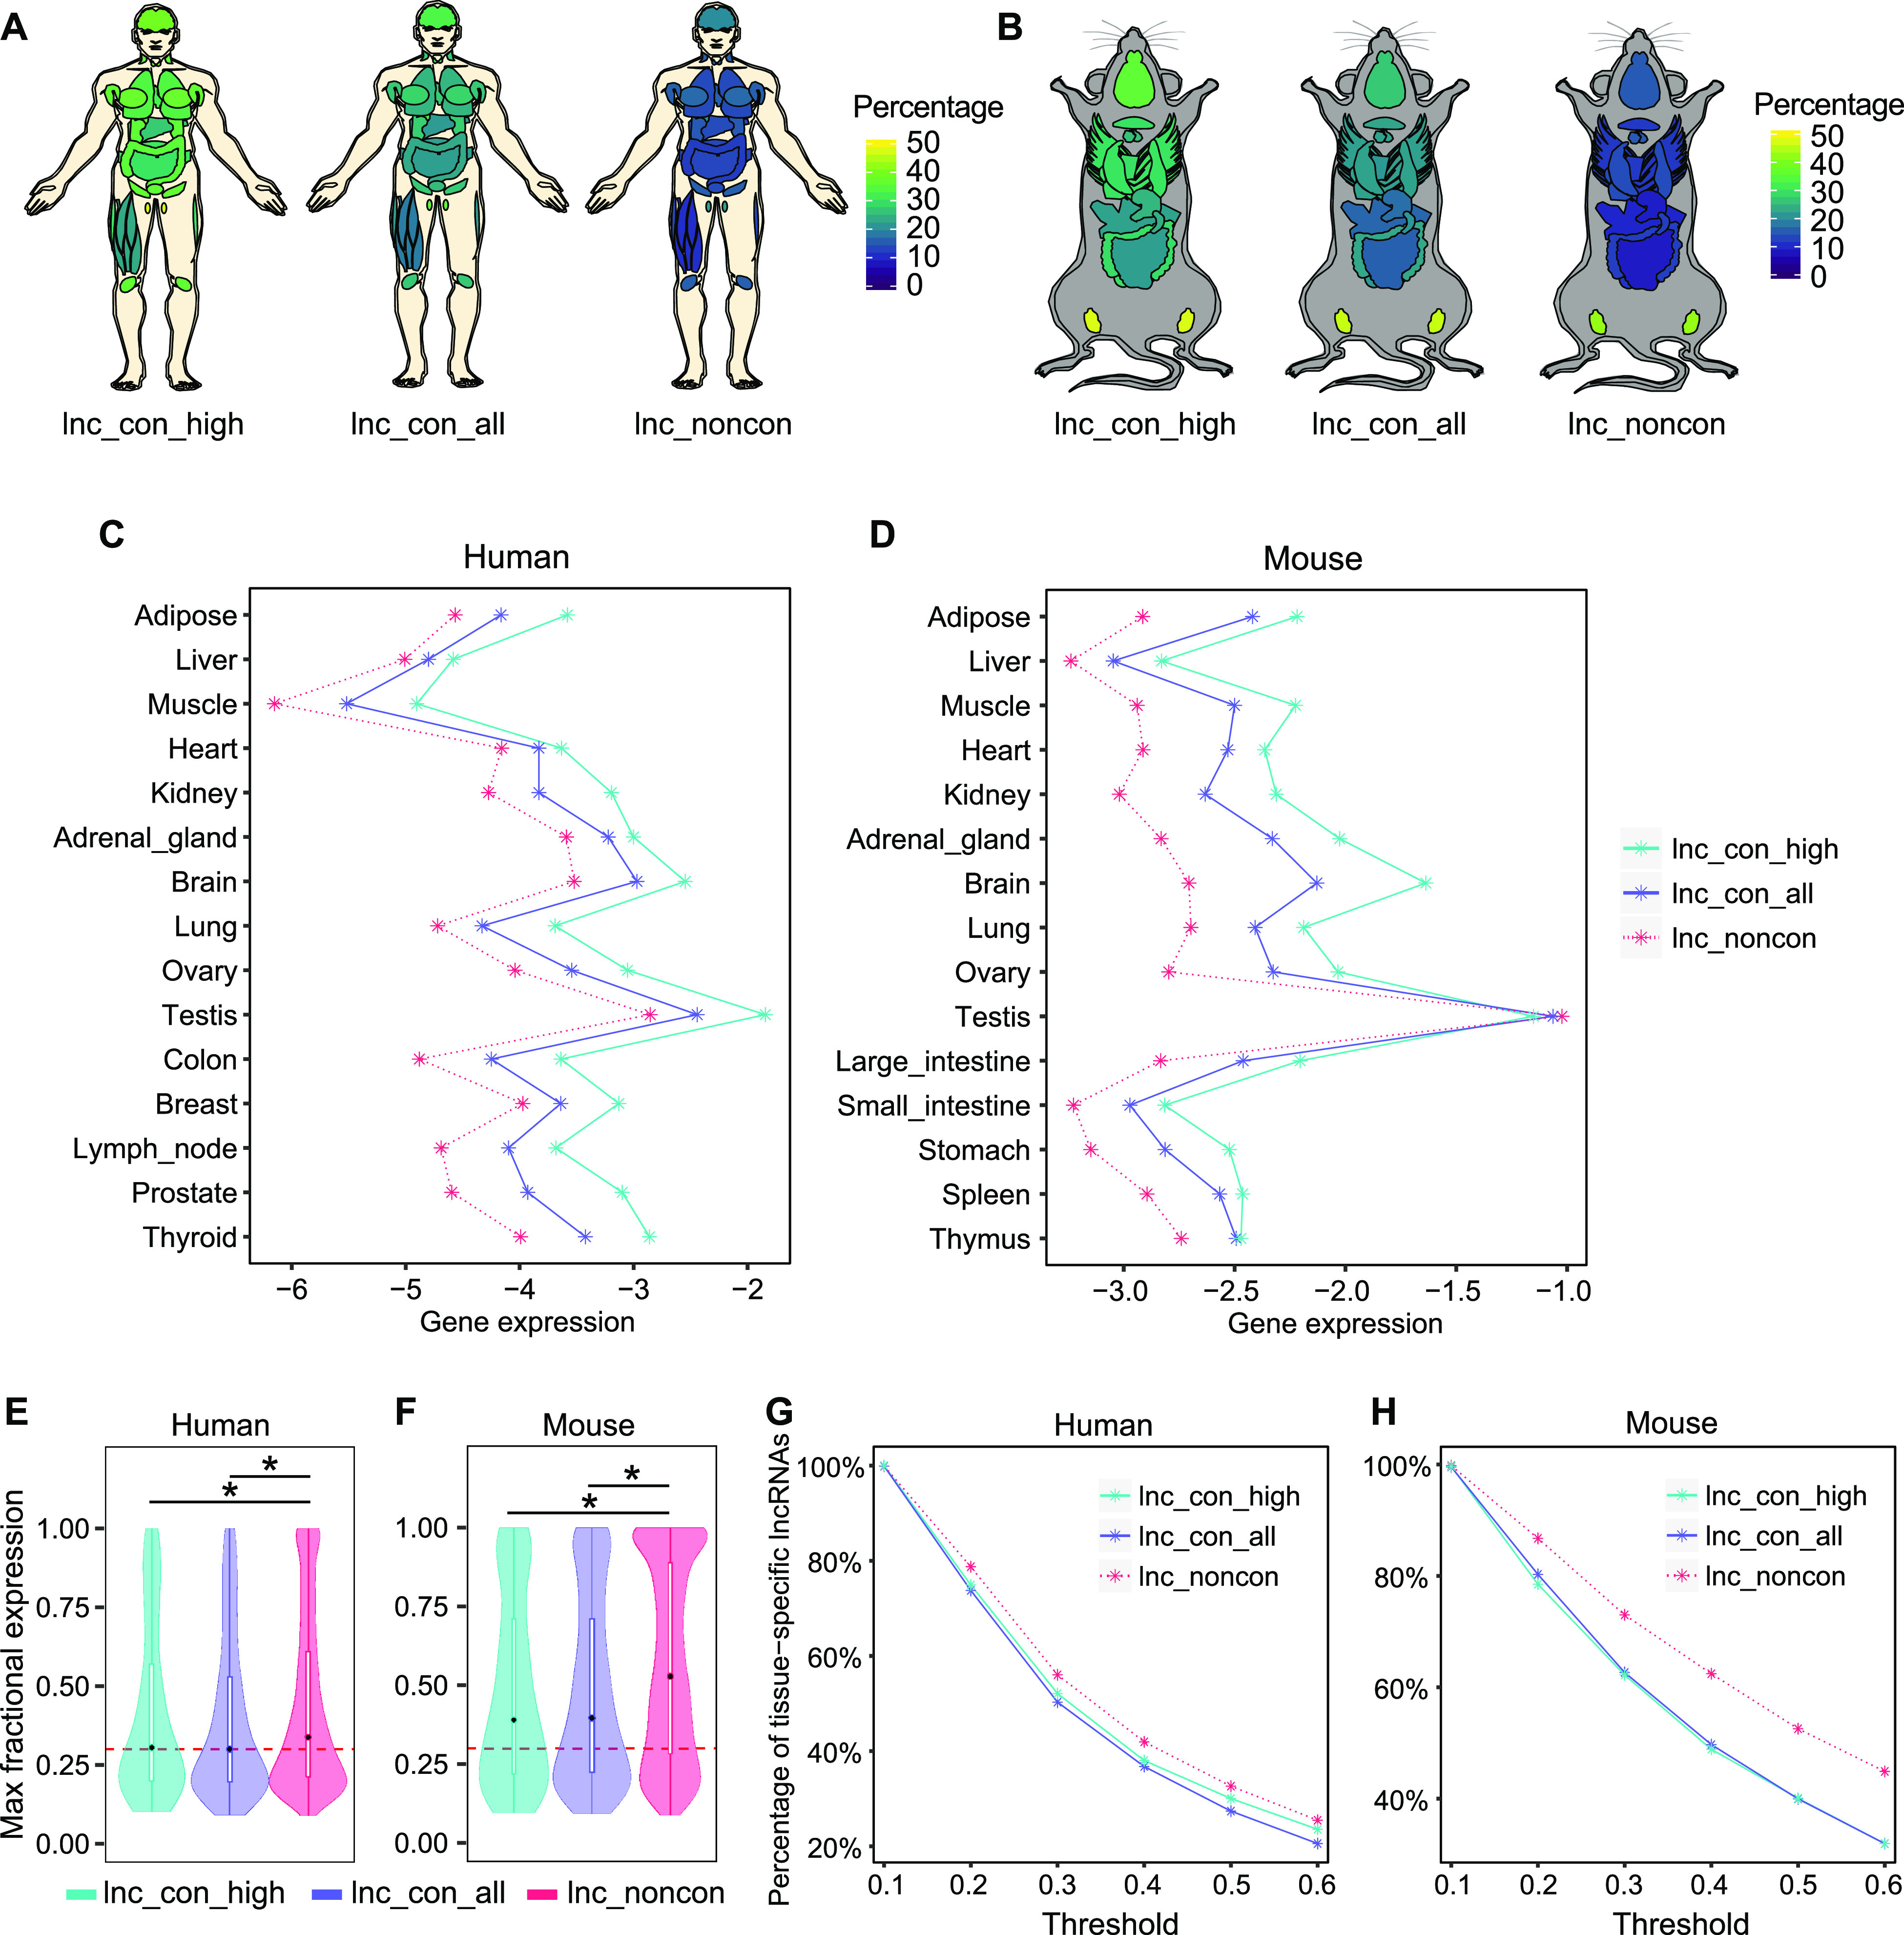
Conserved lncRNAs are more widely expressed than non-conserved lncRNAs across tissues. **(A, B)** The expression breadth of the non-conserved, conserved, and high-confidence lncRNAs in human and mouse. The lncRNA with the expression >0.5 CPM is defined as the detectable lncRNA in each tissue. The color bar indicates the percentage of the lncRNAs detectable in each tissue. **(C, D)** Gene expression of non-conserved, conserved, and high-confidence lncRNAs in (C) human and (D) mouse across all examined tissues. **(E, F)** The max fractional expression of the non-conserved, conserved, and high-confidence lncRNAs in (E) human and (F) mouse. The embedded box represents a range of max fractional expression from the 25th percentile (lower quartile) to the 75th percentile (upper quartile). The back dot in the embedded box represents the 50th percentile (median). **(G, H)** The percentage of tissue-specific lncRNAs under the different threshold for the non-conserved, conserved, and high-confidence lncRNAs in (G) human and (H) mouse. The x-axis indicates the max fractional expression used to define the tissue-specific lncRNAs and the y-axis indicates the corresponding percentage of lncRNAs considered as tissue-specific lncRNAs given the threshold in x-axis. (*P-value < 0.05, Mann–Whitney *U* test).

**Figure S6.**
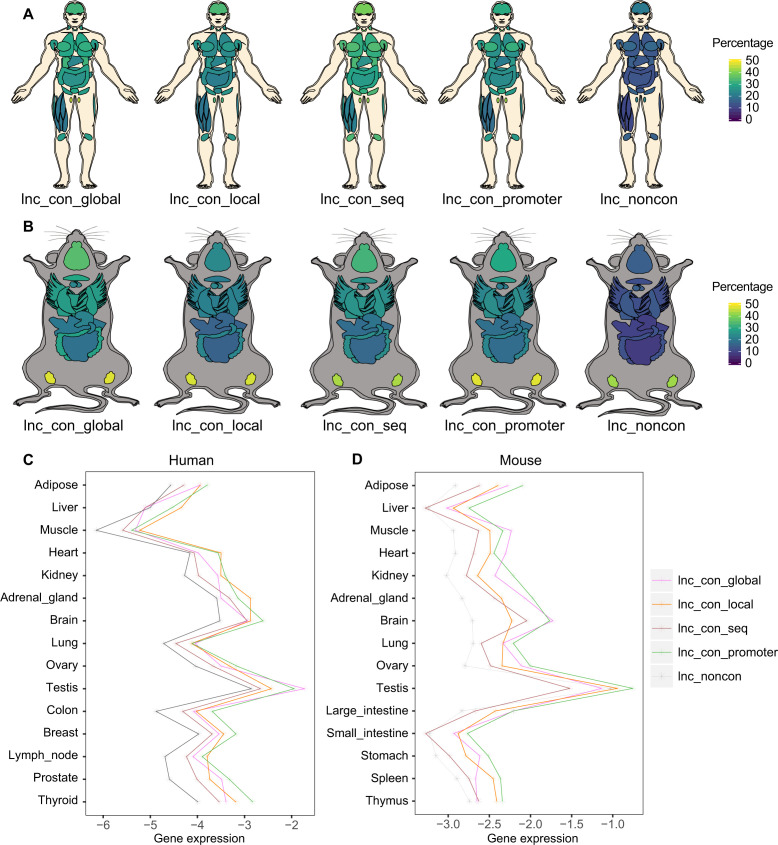
Tissue expression of the different classes of conserved lncRNAs. **(A, B)** Expression breadth of the different classes of conserved lncRNAs in (A) human and (B) mouse. The lncRNA with the expression >0.5 CPM is defined as the detectable lncRNAs. The color bar indicates the percentage of the lncRNAs detectable in each tissue. **(C, D)** Expression abundance of different classes of conserved lncRNAs in (C) human and (D) mouse across the examined tissues.

### The promoters of conserved lncRNAs contain more complex transcription factor–binding motif (TFBM) profiles

Given the distinct expression patterns observed between conserved and non-conserved lncRNAs, we sought to investigate whether they are subject to distinct transcriptional regulation. Using the Find Individual Motif Occurrences (Grant et al, 2011), we analyzed the TFBMs in the promoter sequences of the conserved and non-conserved lncRNAs to calculate the TFBM number and types in each promoter. Both the TFBM types and numbers are significantly higher in the promoters of conserved lncRNAs, with the highest in the high-confidence lncRNAs (Fig 4A and B). To confirm our findings with experimental evidence, we used 11,213 (Human) and 9,038 (Mouse) ChIP-seq data from CistromeDB to investigate the number of TF types and TF-binding sites (TFBSs) in the promoters of lncRNAs, which reveals a consistent and more striking pattern (Fig S7A and B). Therefore, both the *cis* “code” and *trans* TF-binding analysis support that the TFBM complexity and density in lncRNAs’ promoters contribute to the distinct expression patterns between conserved and non-conserved lncRNAs.

**Figure 4.**
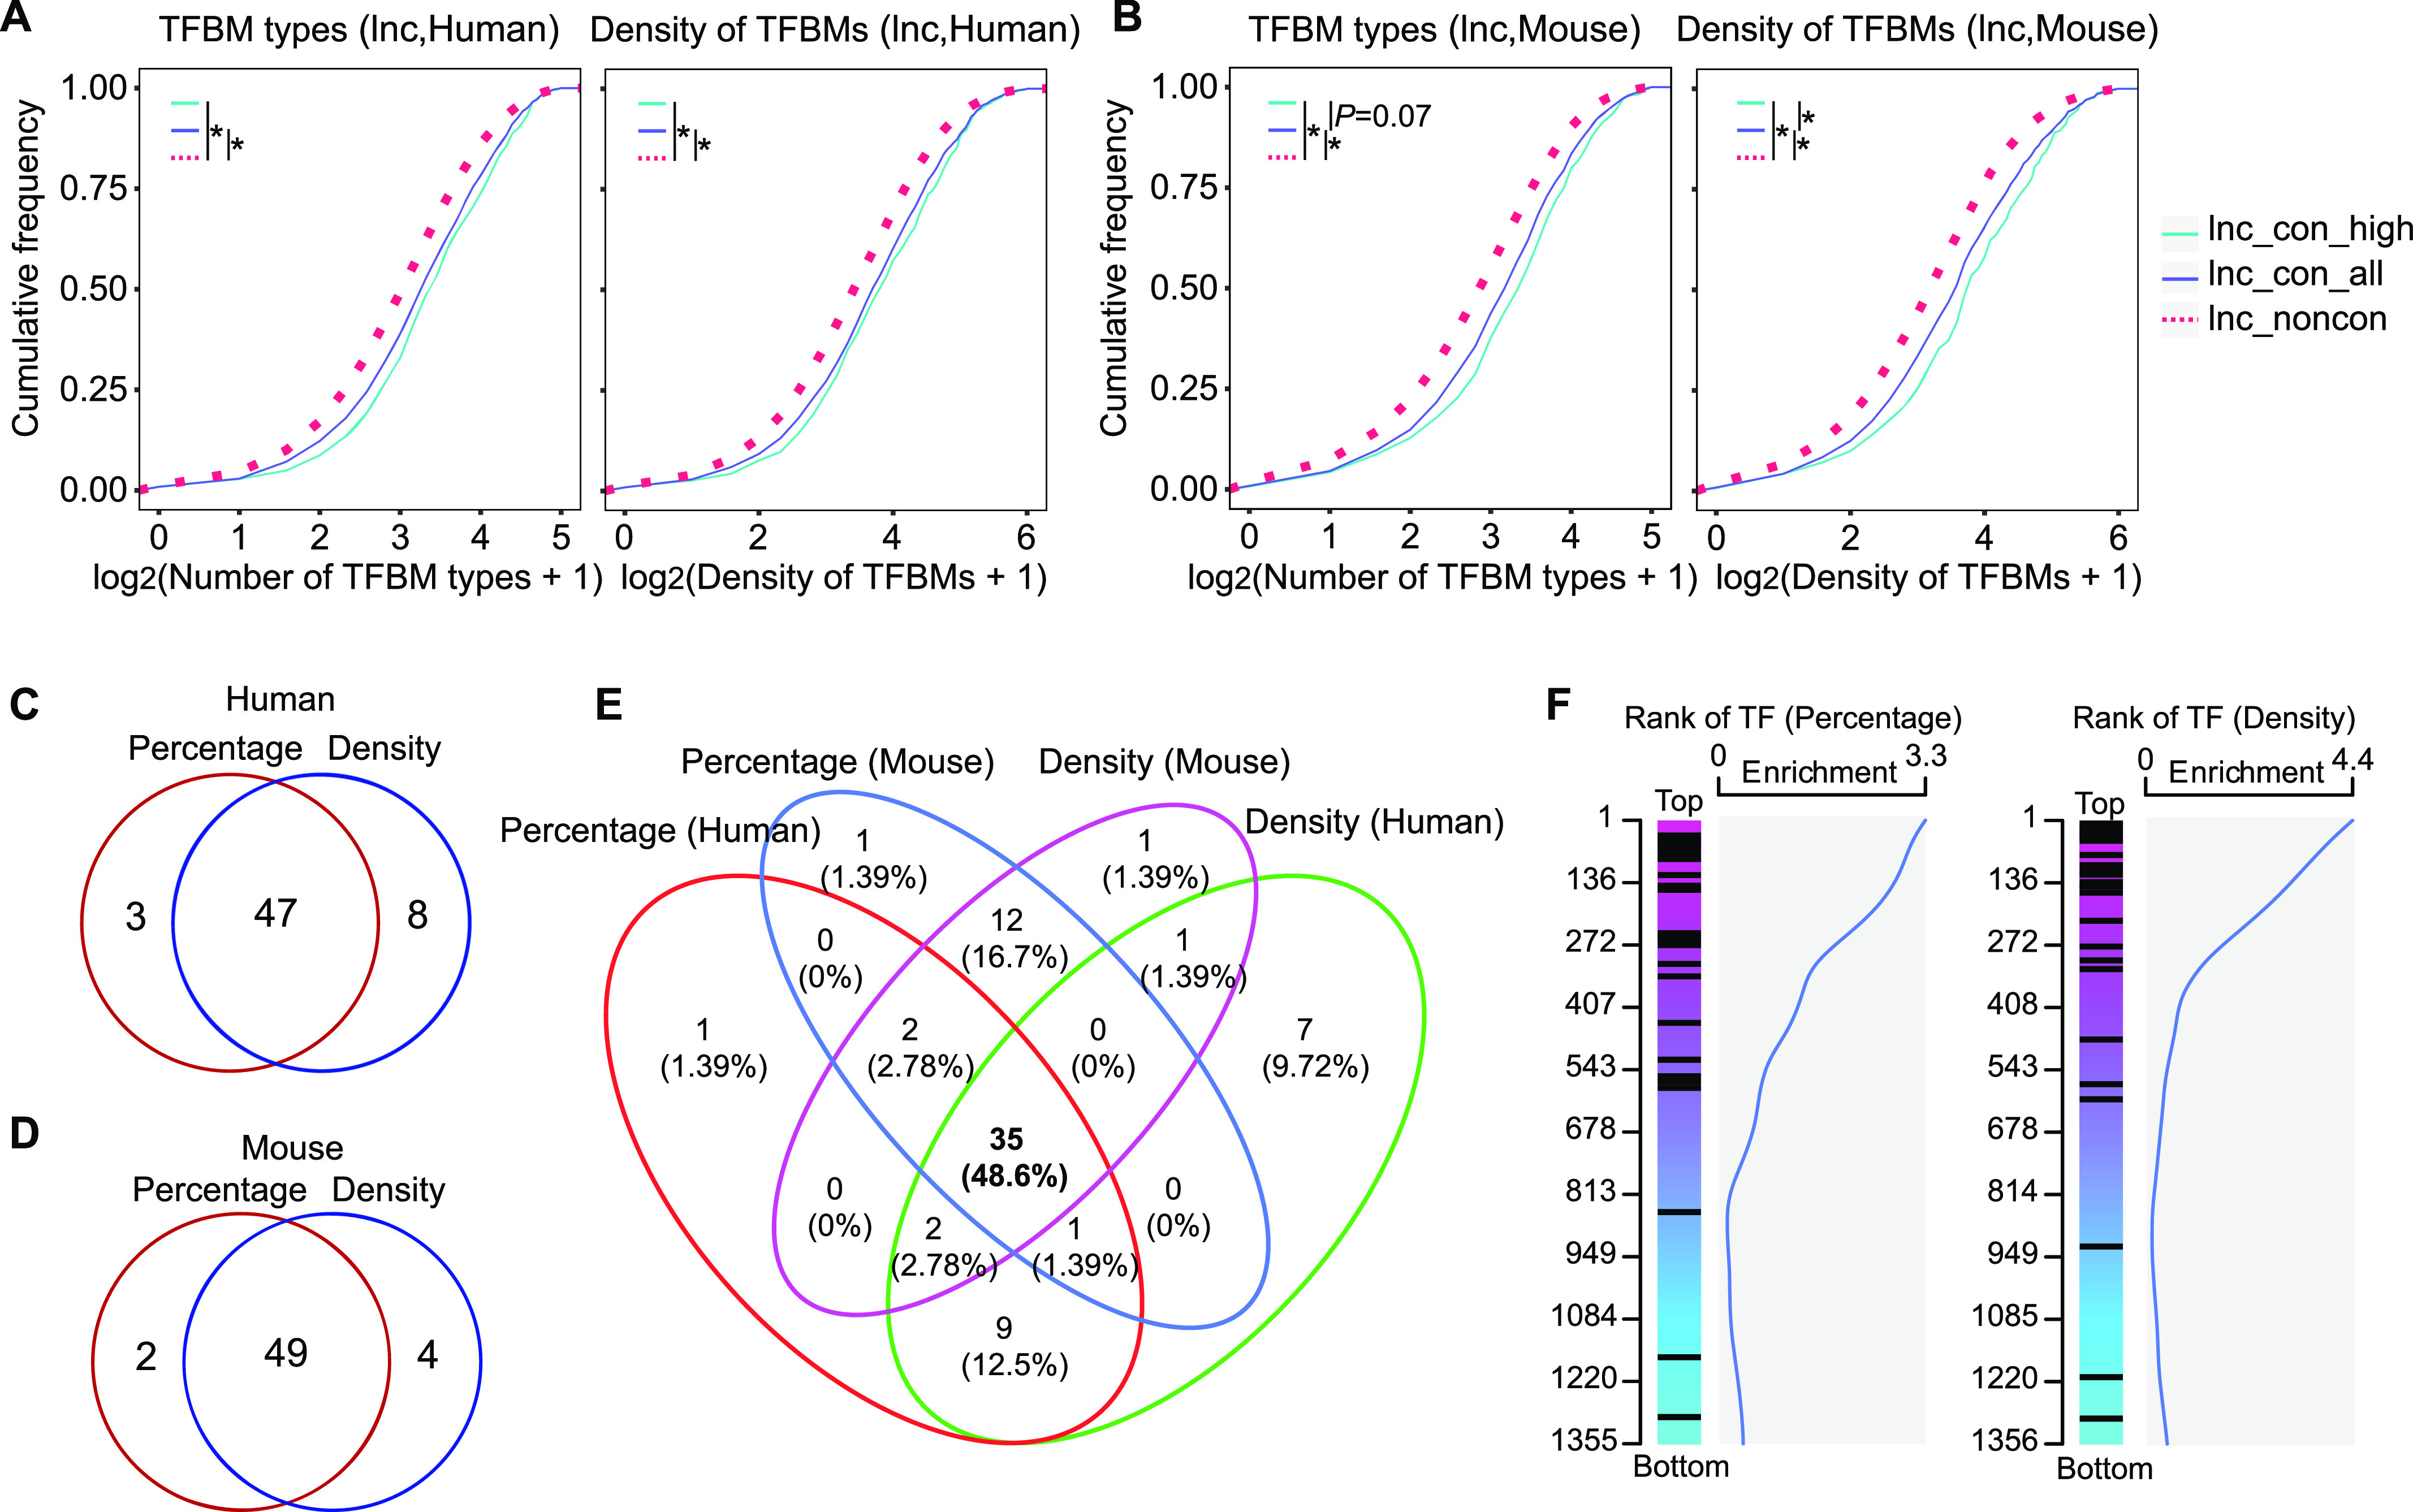
Transcription factor binding motifs are enriched in the promoters of conserved lncRNAs. **(A, B)** The cumulative distribution of lncRNAs whose promoters contain the corresponding types of TFBMs (transcription factor–binding motif) in x-axis (left) or the corresponding numbers of TFBMs in x-axis (right) in (A) human and (B) mouse. **(C, D)** Number of TFBMs with an enrichment in the promoters of conserved lncRNAs in (C) human and (D) mouse. The red circle represents the TFBMs identified by the percentage of TFBMs (detailed in the Materials and Methods Section), whereas the blue circle represents the TFBMs identified by the density of TFMBs (detailed in the Materials and Methods Section). **(E)** The overlapping between two TFBM sets identified by two different approaches (percentage and density) in both mouse and human. **(F)** The rank of TFs based on their preferential binding to conserved lncRNAs. TF-binding sites are derived from ChIP-seq data from CistromeDB. The extent of preference of a specific TF is determined by the ratios between the percentage of conserved lncRNAs bearing binding sites of this TF and the percentage of non-conserved lncRNAs bearing binding sites of the same TF (left), and also determined by the ratios between the binding site density of this TF in conserved lncRNAs and that in non-conserved lncRNAs (right). The distribution of the motif-corresponding TFs predicted to preferentially bind to conserved lncRNAs based on motif analysis are marked as black lines in the ranking list. The density distribution of these motif-corresponding TFs is indicated by the blue line.

**Figure S7.**
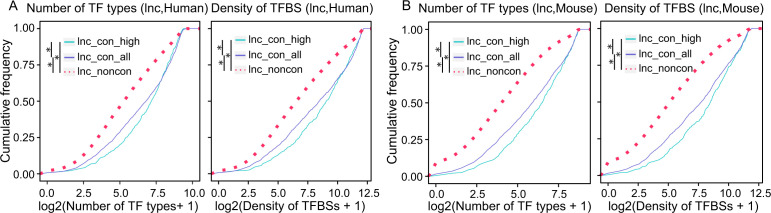
The cumulative distributions of TF types and TFBS numbers in the promoters of non-conserved, conserved, and high-confidence lncRNAs. **(A, B)** The cumulative distributions of lncRNAs whose promoters contain the corresponding TF types in x-axis (left) or the corresponding TFBS numbers in x-axis (right) in (A) human and (B) mouse. The binding TFs and TFBSs were derived from the ChIP-seq data from the CistromeDB (detailed in the Materials and Methods section). (*P-value < 0.05, Kolmogorov–Smirnov test).

### A set of TFs preferentially bind to the promoters of conserved lncRNAs

The discovery of different TFBM complexity in the promoters of conserved versus non-conserved lncRNA encourages us to further investigate whether there exists a distinct set of TFs governing the conserved lncRNAs expression. For this purpose, we used two bioinformatic approaches to identify TFBMs preferentially embodied in the promoters of conserved lncRNAs. First, we compared the percentage of promoters bearing a specific TFBM in conserved and non-conserved lncRNAs, which led to the discovery of 50 TFBMs in human and 51 TFBMs in mouse with higher prevalence in the conserved lncRNAs (Fig 4C and D). In the second approach, we calculated the TFBM density in lncRNAs’ promoters by dividing the sum of specific TFBMs by the number of lncRNAs. We identified 55 TFBMs in human and 53 TFBMs in mouse with higher TFBM density in the conserved lncRNAs’ promoters (Fig 4C and D). These two approaches result in two sets of highly overlapping candidates (Fig 4C and D), attesting to the validity of our approaches. Interestingly, the TFs corresponding to these TFBMs enriched in conserved lncRNAs’ promoters display a less tissue-specific pattern across tissues than non-preferential TFs (Fig S8A–D), which is consistent with the more widespread nature of conserved lncRNAs. Our findings further suggest these TFs are more likely to regulate the expression of conserved lncRNAs.

**Figure S8.**
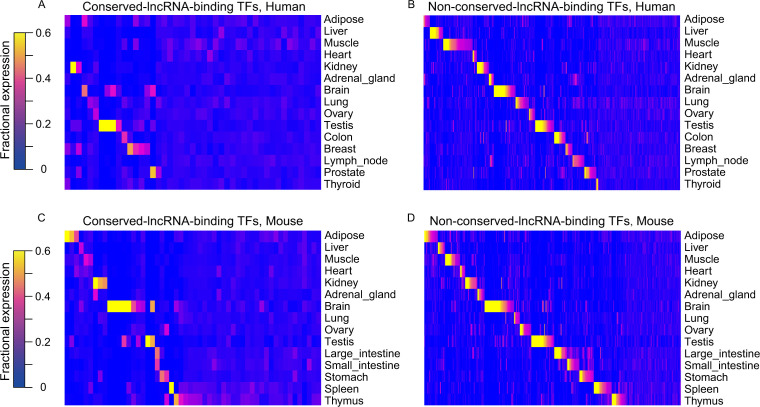
Tissue specificity between the conserved lncRNA-binding TFs and non-conserved lncRNA-binding TFs. **(A, B)** Heatmap of the fractional expression for the (A) conserved lncRNA-binding TFs (CLB_TFs) and (B) non-conserved lncRNA-binding TFs (non-CLB_TFs) in human. **(C, D)** Heatmap of the fractional expression for the (C) CLB_TFs and (D) non-CLB_TFs in mouse.

We focused on the 35 TFBMs that pass the selection criteria by both approaches in mouse and human and further analyzed their corresponding 34 TFs (Fig 4E and Table S7). To seek the experimental supports for these TFs, we examined the distribution of these 34 TFs in a ranking list where all TFs are ranked by their preferential binding to conserved lncRNAs in ChIP-seq analysis. Similar to the aforementioned TFBM analysis (Fig 4E), the preferential binding of a TF on conserved lncRNAs was assessed (1) by the percentage of lncRNAs bearing the TFBSs and (2) by the density of the TFBSs in lncRNAs’ promoters (Fig 4F). Regardless of the assessment standard, the 34 motif-corresponding TFs are distributed toward the top region in the ranking list (Fig 4F), revealing a consistency between motif-based bioinformatic analysis and the ChIP-seq evidence. We referred to this set of TFs as conserved lncRNA–binding TFs (CLB_TFs) below (Table S7). Taken together, our results indicate that there indeed exists a set of TFs with more binding sites in the promoters of the conserved lncRNAs.

Table S7 The conserved lncRNA-binding TFs were identified in both human and mouse.

### CLB_TFs are more likely to modulate the expression of conserved lncRNAs

To determine whether the CLB_TFs can have a greater impact on the expression of conserved lncRNAs, we overexpressed CLB_TFs in the 293T cells and performed the RNA-seq to detect the consequential transcriptome alterations for the conserved and non-conserved lncRNAs. 

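RNA was sequenced from 293T cells, a transformed human embryonic kidney line, 48 h after transfection with a plasmid that carried the open reading frame of 1 of 8 TFs, or with no TF insert. The CLB_TFs were NRF1, E2F4, EGR1 and ZBTB7A, and the control TFs were HOXA11, RORA, TFCP2 and NKX2-8. Each condition had 1 library, 9 in all, so a difference between a TF library and the control library had no replicate check and described those libraries. The methods name an empty control plasmid, whereas the sample labels call the control a blank. For RNA extraction the methods give a miRNeasy kit and the labels a TRIzol extraction.
The authors checked the reads with FastQC 0.11.2, mapped them to GRCh37 with STAR 2.6.0c and counted uniquely mapped reads per gene with featureCounts 1.6.3. The labels name a directional library kit, and the strand setting of the counting is not given in the sources used here. The deposited table held raw counts for 57163 genes, of which 19816 were mRNA genes and 36479 were lncRNA genes. Of the lncRNAs, 1731 were the conserved lncRNAs of Table S2 and the other 34748 were taken as non-conserved.
The control library had 18915400 counts. The CLB_TF libraries had 14706961 counts for NRF1, 18050824 for E2F4, 15925605 for EGR1 and 14177970 for ZBTB7A. The control TF libraries had 17029022 for HOXA11, 17016549 for RORA, 17746740 for TFCP2 and 15181031 for NKX2-8. The methods state about 40 M reads per sample, from paired-end reads, and all values given here rest on the counts. The NRF1 and EGR1 libraries stood apart in the number of genes with at least 1 count, with 26166 and 26296 genes against 23344 to 24593 in the 7 other libraries. mRNAs took 98.5 to 98.9% of the counts of a library, lncRNAs 1.00 to 1.35% and conserved lncRNAs 0.420 to 0.556%. Most lncRNAs therefore had few counts, and their fold changes had wide counting intervals.
Counts were scaled by TMM, with factors of 0.972 to 1.08, and turned into CPM and log2 fold changes (log2FC) with a prior count of 2. A gene was called changed when it differed at least 2-fold from the control library and reached 1 CPM in the higher of the 2 libraries. The paper called genes with edgeR at an FDR below 0.05, and its text does not name the dispersion used with 1 library per condition. Intervals are 95% exact conditional binomial intervals of the ratio of CPM and cover counting error only. Against a count of 0 a fold was computed as a lower bound, with 3 counts in place of 0. This bound leaves out counting error in the TF library, so the lower limit of the 95% interval lay below it. For HSDL2-AS1 in the NRF1 library that limit was 5.10 against a bound of 6.96. These rules, the gene lists and the choice of named genes were fixed before the data were examined.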

In parallel, we overexpressed four other TFs (HOXA11, RORA, TFCP2, and NKX2-8) that do not show any preferential binding as negative controls. 

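Each control TF was highest in the library that carried its insert. HOXA11, a homeobox TF of limb, kidney and reproductive tract development, had 87289 counts in its own library and 1241 in the control library, a 76.9-fold difference (95% interval 72.7 to 81.4). RORA, a nuclear receptor of the circadian clock, had 150861 counts against 273, or 614-fold (545 to 694). NKX2-8, a homeobox TF, had 87185 counts against 90, or 1182-fold (962 to 1470.5). TFCP2, a TF of the grainyhead family, had 264495 counts against 9812 in the control library, or 28.4-fold (27.8 to 29.0).
The control library stood apart for TFCP2. The 7 other TF libraries had 653 to 703 TFCP2 counts, and against their mean CPM the TFCP2 library was 357-fold higher. The TFCP2 level of the control library was 12.6 times that mean and 3.71% of the level in the TFCP2 library.
HOXA11 lies on chromosome 7 of GRCh37 from 27221129 to 27224842, RORA on chromosome 15 from 60780483 to 61521518, TFCP2 on chromosome 12 from 51487446 to 51566917 and NKX2-8 on chromosome 14 from 37049784 to 37051812, all on the minus strand. In the libraries without its insert HOXA11 had 727 to 1904 counts, the highest in the ZBTB7A library. RORA had 160 to 1097, the highest in the HOXA11 library, and NKX2-8 had 60 to 107. Counts of an inserted TF include reads from the plasmid, so they give the sum of plasmid and chromosomal transcripts.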

We selected four CLB_TFs candidates (NRF1, E2F4, EGR1, and ZBTB7A) based on their rank in ChIP-seq data. In addition, we also conducted the null distribution test of expected versus observed observation to confirm these CLB_TFs candidates. 

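Each CLB_TF was highest in the library that carried its insert. EGR1, a zinc finger TF induced early by growth factors, rose from 344 counts in the control library to 101744 in its own, a 339.7-fold difference (95% interval 305.6 to 378.7). ZBTB7A, a zinc finger TF of blood cell differentiation, had 68844 counts against 560, or 156-fold (144 to 170.1). NRF1, a TF of nuclear genes for mitochondrial respiration, had 40632 counts against 547, or 86.2-fold (79.2 to 93.9). E2F4, a cell cycle TF that binds pocket proteins, had 69762 counts against 1333, or 53.9-fold (51.0 to 56.9).
On GRCh37, NRF1 lies on chromosome 7 from 129251555 to 129396922, E2F4 on chromosome 16 from 67226072 to 67232821 and EGR1 on chromosome 5 from 137801179 to 137805004, all on the plus strand. ZBTB7A lies on chromosome 19 from 4044362 to 4066943 on the minus strand. In the libraries of the other 7 TFs, NRF1 had 394 to 556 counts, E2F4 had 911 to 1279, EGR1 had 357 to 436 and ZBTB7A had 463 to 1436, the highest in the E2F4 library. The folds against the mean of the 7 other TF libraries were 86.6 for NRF1, 53.6 for E2F4, 267 for EGR1 and 117 for ZBTB7A.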

The distribution of the proportions of lncRNAs bearing binding motif for each TF is used as the null distribution. We found that the TF with motif enrichment, such as NRF1, E2F4, EGR1, and ZBTB7A, and binding percent of conserved lncRNAs are located in the top 5% of the null distribution (Fig S9A). Consistently, these four CLB_TFs in general induced a higher number of differentially expressed genes—both lncRNAs and mRNAs—than the other four control TFs, with most of these DGEs up-regulated (Fig S9B and C), which support a stronger effect of CLB_TFs on gene expression.

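Against the control library, the NRF1 library had the most changed genes, with 369 lncRNAs and 845 mRNAs that rose at least 2-fold and 23 lncRNAs and 12 mRNAs that fell. In the E2F4 library 91 lncRNAs and 424 mRNAs rose, and 23 lncRNAs and 14 mRNAs fell. In the EGR1 library 84 lncRNAs and 271 mRNAs rose and 21 and 19 fell, and in the ZBTB7A library 51 lncRNAs and 217 mRNAs rose and 41 and 21 fell. Among the control TFs, NKX2-8 had the most, with 93 lncRNAs and 308 mRNAs that rose and 80 and 40 that fell. In the HOXA11 library 45 lncRNAs and 120 mRNAs rose and 26 and 21 fell. In the RORA library 25 lncRNAs and 47 mRNAs rose and 32 and 23 fell, and in the TFCP2 library 27 and 40 rose and 15 and 11 fell.
Conserved lncRNAs made up 50 of the raised lncRNAs in the NRF1 library, 19 in the E2F4 library and 10 each in the EGR1 and ZBTB7A libraries. They made up 4 in the HOXA11 library, 2 in the RORA library, 0 in the TFCP2 library and 13 in the NKX2-8 library. Of all lncRNAs, 9950 had counts in the NRF1 library and 10081 in the EGR1 library, against 8136 in the control library and 8074 to 8807 in the other TF libraries. HOTAIR, a conserved lncRNA of the HOXC cluster, had a log2FC of 0.75 in the NRF1 library, 0.68 in the ZBTB7A library and -0.60 in the NKX2-8 library, and MALAT1, an abundant nuclear lncRNA, had -0.60 in the NRF1 library. Neither reached 2-fold in any of the 8 TF libraries.
Taking each TF as 1 value, the geometric mean number of changed lncRNAs was 144 for the 4 CLB_TFs and 73.6 for the 4 control TFs, a ratio of 1.96 (two-sided exact permutation test, p = 0.229). For mRNAs it was 401 against 115, a ratio of 3.49 (p = 0.0857 in the same exact test). This ratio was 11.1 with a minimum of 5 CPM (exact p = 0.0857), and 17.3 (exact p = 0.0571) and 8.87 (exact p = 0.143) with edgeR's exact test at an assumed biological coefficient of variation (BCV) of 0.2 and 0.4. The share of changed genes that rose was 90.4% on average in the CLB_TF libraries (81.2 to 97.2%) and 70.9% in the control TF libraries (56.7 to 77.8%). This difference of 19.5 percentage points gave p = 0.0286 in the same exact test, the smallest p that 4 values against 4 allow.
The 8 values of each test shared the control library, and counting noise alone called 18.7 to 31.2 lncRNAs and 17.0 to 25.4 mRNAs per TF library. The difference in the share that rose no longer passed with a minimum of 5 CPM (10.9 points, exact p = 0.143) or with edgeR's exact test at a BCV of 0.2 (6.90 points, exact p = 0.371), and under both settings the RORA and TFCP2 libraries had only 2 to 4 changed genes each. At a BCV of 0.4 it was -1.02 points (exact p = 0.429). Each control TF library then had only 1 or 2 changed genes, so that sign decides nothing.
The paper reports more differentially expressed lncRNAs and mRNAs in general for the CLB_TFs than for the control TFs, most up-regulated (Fig. S9B, C). It takes this as support for a stronger effect of the CLB_TFs on gene expression.

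**Figure D1:**
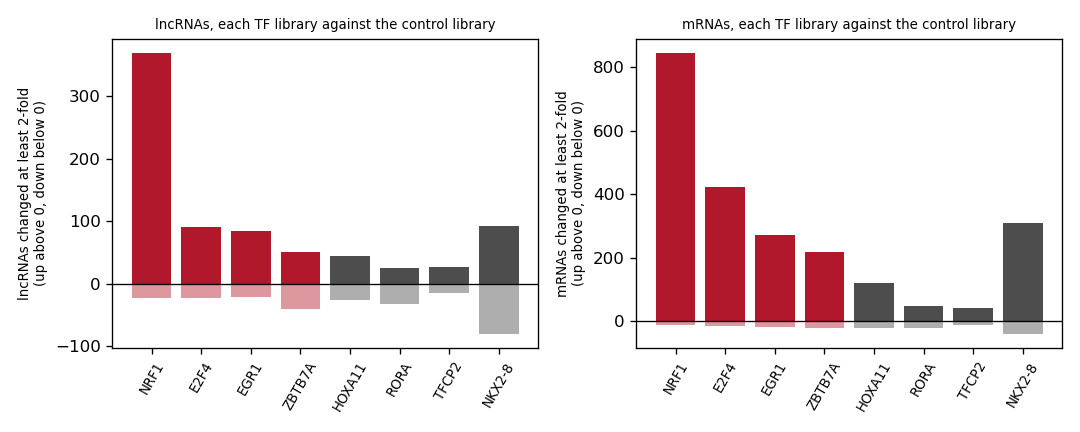
Number of lncRNAs (left) and mRNAs (right) that changed at least 2-fold between each TF library and the control library, with genes that rose above 0 and genes that fell below 0 in a lighter shade. Red bars are the CLB_TFs and grey bars the control TFs, 1 library each, and the NRF1 bars reach 369 lncRNAs and 845 mRNAs that rose.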

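In the NRF1 library GALR2, a galanin receptor gene on chromosome 17 of GRCh37 from 74070875 to 74073622, had 239 counts against 1 in the control library, a ratio of 277 (95% interval 49.3 to 10994). The other 7 TF libraries had 3 to 14 counts of GALR2, with log2FC of 0.74 to 2.46, so the control library was the lowest for this gene. HRH3, a histamine receptor, had 130 counts against 1, NCAN, the matrix protein neurocan, had 452 against 15 with a ratio of 34.9 (21 to 63), and its relative BCAN had 130 against 2. COL15A1, a collagen chain, and TRIM67, a tripartite motif protein, had log2FC of 6.17 and 5.79. They also had 4.53 and 3.85 in the E2F4 library and 3.07 and 3.67 in the EGR1 library. NCAN had only -0.46 to 1.59 in the other 7 TF libraries. The control library was also the lowest for HRH3, BCAN and TRIM67. The other 7 TF libraries had 5 to 304, 4 to 18 and 7 to 57 counts of them. Among conserved lncRNAs, MIAT on chromosome 22 from 27042392 to 27072438 rose, with 81 counts against 5 (ratio 18.8, 7.73 to 59.4), as did CCND2-AS1 (38 against 4) and TRIM7-AS1 (27 against 2). HSDL2-AS1 had 18 counts against 0 and was at least 6.96-fold higher, and the other 7 TF libraries had 6 to 15 counts of it, so that the control library stood apart. Among non-conserved lncRNAs, SMARCA5-AS1 was at least 15.1-fold higher, with 39 counts against 0, and ZNF295-AS1 had 74 counts against 2. The protein-coding genes with the largest fall were HLA-DOA (log2FC -1.21), SPATA17 (-1.13) and PCK1, an enzyme of gluconeogenesis (-1.07). For HLA-DOA and PCK1 the control library was the highest, with 81 and 144 counts. The other 7 TF libraries had 35 to 61 and 46 to 109 counts of them. PCK1 had log2FC of -1.27 in the ZBTB7A library and -1.08 in the NKX2-8 library.
In the E2F4 library HRH3 had 304 counts against 1, a ratio of 313 (55.8 to 12403). The other 7 TF libraries had 5 to 130 HRH3 counts, with log2FC of 1.27 to 2.03 in the control TF libraries. The control library was thus the lowest for HRH3. KCNK10, a background potassium channel, was at least 40.2-fold higher, with 117 counts against 0. TM6SF1, a transmembrane protein, had 847 counts against 21 (ratio 41.5, 27 to 67.4), and CDC20B, a relative of the mitotic activator CDC20, had 271 against 8. NTSR1, a neurotensin receptor, and GRIK3, a kainate receptor subunit, had 150 counts against 2 and 173 against 3. NTSR1 also had log2FC of 4.36 in the NRF1 library, 2.92 in the EGR1 library and 2.95 in the ZBTB7A library. GRIK3 and KCNK10 had 3.58 and 4.18 in the NRF1 library. CDC20B had only -0.58 to 0.94 in the other 7 TF libraries. The conserved lncRNAs IGF2-AS, DIO3OS and MIRLET7BHG had 199 counts against 7, 51 against 2 and 33 against 2. CCDC62, ZNF492 and CALCRL had the largest fall among protein-coding genes, with log2FC of -1.70, -1.40 and -1.30. For ZNF492 the control library was the highest, with 20 counts against 6 to 18 in the other 7 TF libraries.
In the EGR1 library ARC, an immediate early gene of neurons, had 7046 counts against 228, a ratio of 35.5 (31.1 to 40.7). The keratin gene KRT17 had 387 against 6 (ratio 74.1, 33.7 to 203), and KRT9 was at least 49.4-fold higher, with 129 against 0. KISS1R, the kisspeptin receptor, had 765 counts against 37 (ratio 23.7, 17.1 to 34.0), NMRK2, a nicotinamide riboside kinase, had 255 against 11, and SCRT1, a neuronal repressor, had 168 against 2. The control library was the lowest for KRT17, KISS1R and SCRT1. The other 7 TF libraries had 7 to 37, 40 to 92 and 4 to 81 counts of them. The conserved lncRNAs LINC01833 and DSP-AS1 had ratios of 6.66 (2.55 to 22.0) and 2.60 (1.89 to 3.63). CCND2-AS1 and ZFHX4-AS1, also conserved, had log2FC of 1.80 and 1.51. SCN2B, a sodium channel subunit, PTPRB and LINGO3 fell, with log2FC of -1.54, -1.40 and -1.29. For SCN2B the control library was the highest, with 21 counts against 7 to 15 in the other 7 TF libraries.
In the ZBTB7A library SCRT1 had 81 counts against 2, and CHRM4, a muscarinic receptor, had 132 against 7 (ratio 24.0, 11.3 to 60.8). PAX5, a TF of B cells, had 59 counts against 3 (ratio 25.0, 8.15 to 125), SMPD3, a neutral sphingomyelinase, had 53 against 4, and HRH3 and ADGRA1 had 35 and 34 counts against 1. PAX5 and ADGRA1 also had log2FC of 4.84 and 5.28 in the NRF1 library. The control library was the lowest for SCRT1, CHRM4, PAX5, SMPD3, HRH3 and ADGRA1. The other 7 TF libraries had 13 to 84 counts of CHRM4, with log2FC of 0.79 to 3.26. They had 5 to 127 counts of PAX5 and 5 to 304 of HRH3. The conserved lncRNAs IGF2-AS and HOTTIP, a lncRNA of the HOXA cluster, had ratios of 4.18 (1.73 to 11.5) and 3.00 (1.56 to 6.06). CCND2-AS1 and MIR3659HG, also conserved, had log2FC of 2.21 and 1.61. MEOX1, a homeobox TF, and CAPS fell, with log2FC of -1.62 and -1.52.
RMRP, the RNA of an RNase that processes ribosomal and mitochondrial RNA, was among the lncRNAs with the largest fall in all 4 CLB_TF libraries, with log2FC of -1.87 for NRF1, -2.20 for E2F4, -1.73 for EGR1 and -1.76 for ZBTB7A. Its log2FC was also -1.66 in the HOXA11 library, -1.58 in the NKX2-8 library, -1.06 in the RORA library and -0.29 in the TFCP2 library.
Of 27 neuronal genes measured at a mean of at least 0.5 CPM, 8 rose at least 2-fold in the NRF1 library, 3 in the E2F4 library, 8 in the EGR1 library and 3 in the ZBTB7A library. Their median log2FC was 0.55, 0.41, 0.27 and 0.21, at the 99.95, 100, 99.97 and 99.7 percentiles of 10000 random lists matched on mean expression. NEFH, a neurofilament subunit with 1 count in the control library, had log2FC of 5.24, 3.22, 4.95 and 2.08, and of 3.35 in the HOXA11 library and 2.91 in the NKX2-8 library. CPLX2, a regulator of synaptic vesicle release, had 2.59, 1.68, 3.93 and 3.06 in the CLB_TF libraries and 0.98 in the NKX2-8 library. With the mean of the control TF libraries in place of the control library, the NRF1 median was 0.23, at the 92.7 percentile, and with a mean of at least 5 CPM the EGR1 median was -0.01.
The list of immediate early genes also held genes of EGR feedback. Its median log2FC in the EGR1 library was 0.17, at the 100 percentile, and ARC, JUNB (log2FC 1.87) and SPRY4 (1.23), a feedback inhibitor of growth factor signalling, led. The E2F targets of DNA replication had a median of -0.03 in the E2F4 library, at the 89.9 percentile, and 3 of them rose, namely E2F7 (1.69), CCNE2 (1.26) and CCNE1 (1.03). Nuclear genes for subunits of oxidative phosphorylation had a median of -0.22 in the NRF1 library, at the 0.08 percentile, and -0.14 with the control TF libraries as reference, at the 7.64 percentile, and -0.07 with library totals, at the 0.06 percentile. A gene named for an antisense partner cannot be told from it if the counting ignored strand, and no difference in a single library had a replicate check.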

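In the HOXA11 library HSPA6, a heat-inducible chaperone, had 518 counts against 12 in the control library, a ratio of 47.2 (95% interval 26.8 to 92.0). DHRS2, a reductase of the short-chain dehydrogenase family, had 1356 counts against 90 there (ratio 16.5, 13.3 to 20.6) and 1195 in the NKX2-8 library (16.2, 13.1 to 20.3), and its log2FC was 3.62 in the NRF1 library. In the NKX2-8 library FOXJ1, a TF of ciliated cells, was at least 25.2-fold higher, with 62 counts against 0, and it had a log2FC of 5.36 in the E2F4 library, 3.56 in the HOXA11 library, 2.94 in the EGR1 library and 2.86 in the ZBTB7A library. SFN, an epithelial adaptor protein, had 140 counts against 11 in the NKX2-8 library (ratio 15.5, 8.42 to 31.8). NHLH2, a TF of neurons, had 50 counts against 4 in the RORA library (ratio 13.9, 5.10 to 53.0), 22 in the TFCP2 library and 14 to 30 over the 7 TF libraries other than RORA. SLCO1A2, an organic anion transporter, had 77 counts against 2 in the TFCP2 library (ratio 40.5, 10.8 to 341), and CYP4F2, a cytochrome P450, was at least 7.04-fold higher in the RORA library.
Among lncRNAs, LINC02846 rose in the RORA, TFCP2 and NKX2-8 libraries, with 42, 34 and 65 counts against 8, and it was also past 2-fold in the NRF1, EGR1, ZBTB7A and HOXA11 libraries (log2FC 1.24 to 1.37), with at least 12 counts in each TF library. MIR7-3HG, the host gene of a microRNA, had 34 counts against 1 in the NKX2-8 library. MCPH1-AS1 fell in the HOXA11 library (log2FC -2.08), RAB4A-AS1 in the RORA library (-1.80) and EIF5-DT in the TFCP2 library (-1.98). For MCPH1-AS1 and EIF5-DT the control library was the highest, with 21 and 19 counts. The other 7 TF libraries had 8 to 17 and 4 to 14 counts of them.
HOX genes other than HOXA11 had a median log2FC of -0.38 in the NKX2-8 library, below all 10000 matched random lists. Of the 35 measured, 31 lay below 0 there, led by HOXD1 (-1.71), HOXD4 (-1.11) and HOXB3 (-1.04). Their median was -0.28 with the other control TF libraries as reference. Targets of p53 had a median of 0.35 in the NKX2-8 library, at the 100 percentile, with PLK3 (1.60), AEN (1.16) and GDF15 (1.13) above 2-fold, and 0.10 with the other control TF libraries as reference, at the 99.5 percentile. In the RORA library the circadian genes had a median of 0.09, at the 94.7 percentile, and BMAL1, a direct target of ROR receptors, and NR1D1 had log2FC of 0.68 and 0.53.
The neuronal genes had a median of 0.42 in the NKX2-8 library, at the 99.99 percentile and with 9 members past 2-fold, 0.12 in the HOXA11 library, 0.02 in the RORA library and 0.05 in the TFCP2 library. With the other control TF libraries as reference these medians were 0.29 for NKX2-8, -0.15 for RORA and -0.24 for TFCP2. These values had no replicate check.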

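Taking the TFs of a class as replicates, 6 genes were higher in the 4 CLB_TF libraries than in the 4 control TF libraries and 0 were lower at an FDR below 0.05 (edgeR's quasi-likelihood test, 14974 genes). All 6 were protein-coding, and in each of them every CLB_TF library lay above every control TF library. CABP7, a calcium-binding protein on chromosome 22 of GRCh37 from 30116073 to 30127828, was at 6.32 ± 3.12 CPM (SD, n = 4) against 0.671 ± 0.106 (SD, n = 4), a log2FC of 3.22 (standard error 0.37, adjusted p = 0.0213). CNR1, the cannabinoid receptor of neurons, on chromosome 6 from 88849583 to 88876078, was at 2.06 ± 0.408 CPM against 0.387 ± 0.147 (log2FC 2.41, standard error 0.32, adjusted p = 0.0323). KCNK9, a background potassium channel on chromosome 8 from 140613081 to 140715299, had a log2FC of 2.82, with 2.83 ± 1.29 CPM against 0.396 ± 0.0959.
GSG1L, a subunit of AMPA receptors, was at 5.14 ± 2.22 CPM against 0.850 ± 0.333, DGKG, a diacylglycerol kinase, at 1.50 ± 0.670 against 0.137 ± 0.0545 and ADAMTS8, a secreted metalloprotease, at 10.1 ± 4.13 against 2.43 ± 0.603. Their log2FC were 2.60, 3.38 and 2.06, with the adjusted p of CNR1. In the control library without a TF insert, the 6 genes were at 0.598 CPM for CABP7, 0.326 for CNR1, 0.272 for KCNK9, 1.20 for GSG1L, 0.163 for DGKG and 2.07 for ADAMTS8.
No lncRNA passed, although 877 genes were higher and 663 lower at an unadjusted p under 0.05. DESeq2 called 126 genes higher and 28 lower, the 6 genes among them. Without the HOXA11, RORA, TFCP2 or NKX2-8 library the quasi-likelihood test called 0 genes, with 729, 755, 817 and 777 higher and 428, 517, 720 and 552 lower at an unadjusted p under 0.05. In these 4 fits the log2FC of CABP7 was 3.13 to 3.32, that of CNR1 2.22 to 2.62 and that of ADAMTS8 1.92 to 2.19, and the adjusted p of the 6 genes was 0.0968 to 0.268. Without NRF1 only CABP7 passed (adjusted p = 0.0267), and without E2F4, EGR1 or ZBTB7A 35, 62 and 19 genes passed.
Of 24 gene lists, 13 passed an adjusted p of 0.05 in camera with its preset correlation, and none with an estimated correlation (adjusted p = 0.455 to 0.810 with an estimated correlation). The neuronal genes were higher, with a median log2FC of 0.17 and 20 of 24 members above 0 (adjusted p = 0.00666, and adjusted p = 0.455 with an estimated correlation). The 27 tested CLB_TFs of Table S7, without the inserted ones, had a median of 0.11 and a mean of 0.14 (adjusted p = 0.00208). The immediate early genes had a median of 0.13 (adjusted p = 0.0266) and the HOX genes 0.07 (0.0157). Against the control library, the HOX median was -0.38 in the NKX2-8 library and -0.04 to -0.02 in the other control TF libraries. The HOX difference between the classes may therefore rest on the NKX2-8 library. The p53 targets were lower, with a median of -0.13 and 3 of 25 above 0 (adjusted p = 7.02e-05), and the mitochondrially encoded genes had -0.23 with 0 of 13 above 0 (adjusted p = 0.000287).
Smaller shifts below 0 passed for cytoplasmic ribosomal proteins (median -0.08, adjusted p = 4.65e-11), subunits of oxidative phosphorylation (-0.06, 0.000217), mitochondrial ribosomal proteins (-0.07, 0.000314), E2F targets (-0.07, 0.00176), glycolysis (-0.09, 0.00208), mitochondrial DNA expression and import (-0.04, 0.0157) and the proteasome (-0.05, 0.0382). None of these 13 medians changed sign with library totals or DESeq2's size factors. For 2 of these lists the NKX2-8 library stood apart among the control TF libraries in the median against the control library. It was at 0.02 for mitochondrial ribosomal proteins (next -0.08) and at 0.03 for the proteasome (next -0.06), so these 2 differences may rest on it. The other 11 lists did not pass, namely mitosis genes (adjusted p = 0.119), histones and heat shock proteins (0.220 each), germline genes (0.296), snoRNA host lncRNAs (0.437), fibroblast markers and the unfolded protein response (0.474 each), cholesterol biosynthesis (0.475), keratin markers (0.508), and circadian and interferon genes (0.731 each). The median and the test lay below 0 and the mean log2FC above 0 for the unfolded protein response (median -0.02, mean 0.00131), the keratin markers (-0.04 and 0.0163) and the interferon genes (-0.03 and 0.0376).
No list member passed over all genes. Adjusted over the list alone, 3 p53 targets, 1 E2F target and 1 heat shock gene were lower. With fry, which tests the direction of a list by itself, no list passed, and the neuronal genes and p53 targets had an adjusted p of 0.163.

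**Figure D2:**
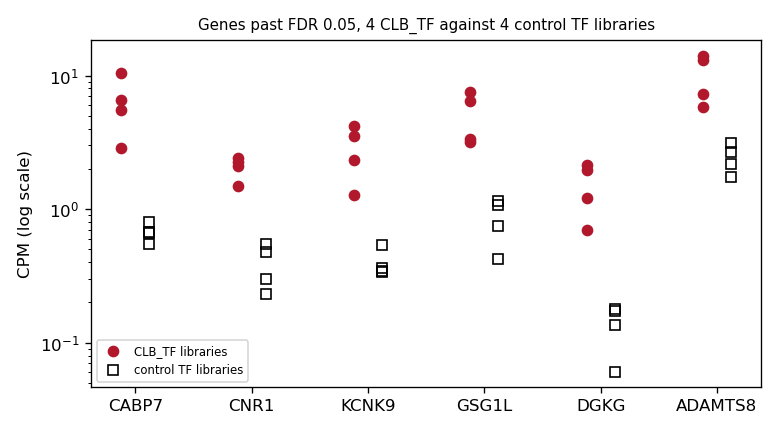
CPM, on a log scale, of the 6 genes past an FDR of 0.05 between the CLB_TF and the control TF libraries. Each red point is 1 CLB_TF library and each open square 1 control TF library, and for every gene the 4 red points lie above the 4 squares.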

**Figure S9.**
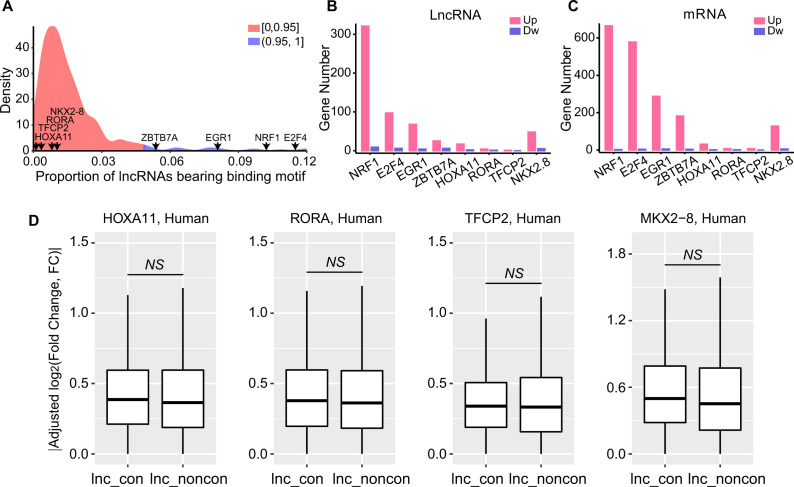
Expression change of the conserved and non-conserved lncRNAs upon the non-CLB_TF overexpression. **(A)** The distribution of the proportions of lncRNAs bearing binding motif for each TF. The arrowheads indicate the location in the distribution for NRF1, E2F4, EGR1, ZBTB7A, HOXA11, RORA, TFCP2, and NKX2-8. **(B, C)** The number of differentially expressed (B) lncRNAs and (C) mRNAs across the tested TF. The differentially expressed genes were identified with a cut-off of FDR < 0.05. Up indicates the up-regulation in TF overexpression, whereas Dw represents the down-regulation. **(D)** Expression change of the conserved and non-conserved lncRNAs upon non-CLB_TFs (HOXA11, RORA, TFCP2, and NKX2-8) overexpression in 293T cells. Expression change was adjusted by the gene abundance based on a linear regression model. The box represents the interquartile range (IQR) from the 25th percentile (lower quartile) to the 75th percentile (upper quartile). The straight line in the box represents the median value. The upper whisker is the largest observation less than or equal to upper quartile +1.5*IQR. The lower whisker is the smallest observation greater than or equal to lower quartile −1.5*IQR. (NS, no significant, *P*-value > 0.05, Mann–Whitney *U* test).

To validate our bioinformatic prediction, we examined the interactions between the presence of TFBMs in lncRNA promoters and the corresponding lncRNA expression changes by TFs. 

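Of the 5 TFs whose motif was found in at least 5 lncRNAs measured in the library of that TF, only E2F4 had a higher share of changed lncRNAs with its motif than without. With an E2F4 consensus motif in the 500 bp upstream of the gene start, 12 of 80 lncRNAs changed at least 2-fold in the E2F4 library (15.0%), against 102 of 1383 without it (7.38%). This share lay at the 96.8 percentile of 10000 random lists of lncRNAs matched on mean expression. In the NRF1 library 12 of 81 lncRNAs with the NRF1 motif changed (14.8%), against 380 of 1681 without (22.6%), at the 43.0 percentile. In the EGR1 library it was 7 of 131 with the EGR1 motif (5.34%) and 98 of 1320 without (7.42%), at the 18.1 percentile. In the NKX2-8 library it was 1 of 21 with its motif (4.76%) and 172 of 1404 without (12.3%), and in the RORA library 0 of 5 with its motif and 57 of 1369 without (4.16%).
In the NRF1 library 22.2% of lncRNAs changed both with and without the E2F4 motif. In the NKX2-8 library 8.33% changed with the E2F4 motif and 12.3% without. The motifs of ZBTB7A, HOXA11 and TFCP2 occurred in fewer than 5 lncRNAs measured in the library of their own TF. In the 1000 bp upstream, 1 of 6 lncRNAs with the ZBTB7A motif changed in the ZBTB7A library (91 of 1401 without it, at the 91.0 percentile), and 0 of 5 with the HOXA11 motif in the HOXA11 library (71 of 1422 without it).
Motifs were exact matches on either strand to textbook consensus sequences, TTTSSCGC for E2F4, GCGCAYGCGC for NRF1 and GCGKGGGCG for EGR1, and not to the matrices used in the paper. With the mean of the control TF libraries in place of the control library, the E2F4 share lay at the 82.2 percentile (10.4% against 5.33%), and the EGR1 share at the 97.7 percentile (7.03% against 5.01%). With that reference the EGR1 motif also lay at the 96.7 percentile in the NKX2-8 library (10.4% against 7.54%). In the 1000 bp upstream, 19 of 117 lncRNAs with the E2F4 motif changed in the E2F4 library, against 95 of 1346 without it, at the 99.6 percentile.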

We found a higher prevalence of TFBM-containing genes in the TF-regulated than non-regulated lncRNAs (Fig 5A) and a higher proportion of differentially regulated lncRNAs in TFBM-containing lncRNAs than TFBM-free lncRNAs (Fig 5B), supporting the validity of our bioinformatically predicted TFBMs. 

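Conserved lncRNAs had a median size of change of 0.37 in the NRF1 library, 0.30 in the E2F4 library, 0.31 in the EGR1 library and 0.26 in the ZBTB7A library. For non-conserved lncRNAs it was 0.37, 0.32, 0.30 and 0.30. The size of change was the absolute residual of log2FC regressed on mean log2 CPM, over 311 conserved and 1829 non-conserved lncRNAs with a mean of at least 0.5 CPM. In the control TF libraries, the medians of conserved and non-conserved lncRNAs were 0.26 and 0.31 for HOXA11, 0.25 and 0.28 for RORA, 0.21 and 0.27 for TFCP2 and 0.35 and 0.37 for NKX2-8.
Conserved lncRNAs were also the more highly expressed group, with a mean log2 CPM of 1.34 against 0.70. Among 10000 random lists of lncRNAs matched on mean expression, the conserved median lay at the 95.8 percentile in the NRF1 library and the 99.2 percentile in the EGR1 library, which passed the 95 percentile set as threshold. These were also the 2 libraries with the most lncRNAs that had counts. With a mean of at least 1 CPM neither passed, at the 90.5 percentile for NRF1 and 75.9 for EGR1, and EGR1 did not pass with unadjusted absolute log2FC (91.3), with the absolute log2FC regressed on mean log2 CPM (84.5) or with no minimum beyond 1 count (72.3). NRF1 passed with each of these 3, and both passed with a prior count of 0.5, library totals, DESeq2 size factors, the control TF libraries as reference and high-confidence lncRNAs alone. It lay at the 93.0 percentile for E2F4, 42.3 for ZBTB7A, 46.7 for HOXA11, 56.9 for RORA, 23.2 for TFCP2 and 59.6 for NKX2-8.
The difference of conserved minus non-conserved medians averaged -0.01 over the 4 CLB_TFs and -0.04 over the 4 control TFs (two-sided exact permutation test, p = 0.0857). With no minimum beyond 1 count these averages were 0.09 and 0.15, so the order of the classes turned (p = 0.286 in the same exact test). With the absolute log2FC regressed on mean log2 CPM instead, all 8 differences were above 0, and they were largest for NRF1 (0.10, at the 96.0 percentile) and ZBTB7A (0.06, at the 90.2 percentile). Without the lncRNAs that overlap an mRNA gene, with which they can share reads, the conserved median lay at the 74.1 percentile for NRF1 and 89.3 for EGR1, and at 95.05 for E2F4 and 98.0 for ZBTB7A.

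**Figure D3:**
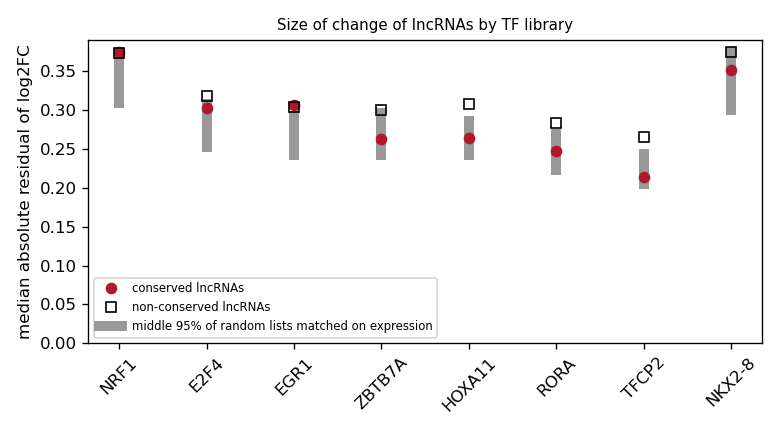
Median absolute residual of log2FC (y axis, log2 scale) in each TF library for the 311 conserved lncRNAs (red points) and the 1829 non-conserved lncRNAs (open squares). Grey bars span the middle 95% of 10000 random lists of lncRNAs matched on mean expression, and the conserved point of EGR1 lies above its bar.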

We next examined the effect of CLB_TF overexpression on conserved and non-conserved lncRNAs and found that these CLB_TFs indeed generated greater gene expression alterations for conserved lncRNAs than non-conserved lncRNAs (Fig 5C) whereas the control non-CLB_TFs did not (Fig S9D).

**Figure 5.**
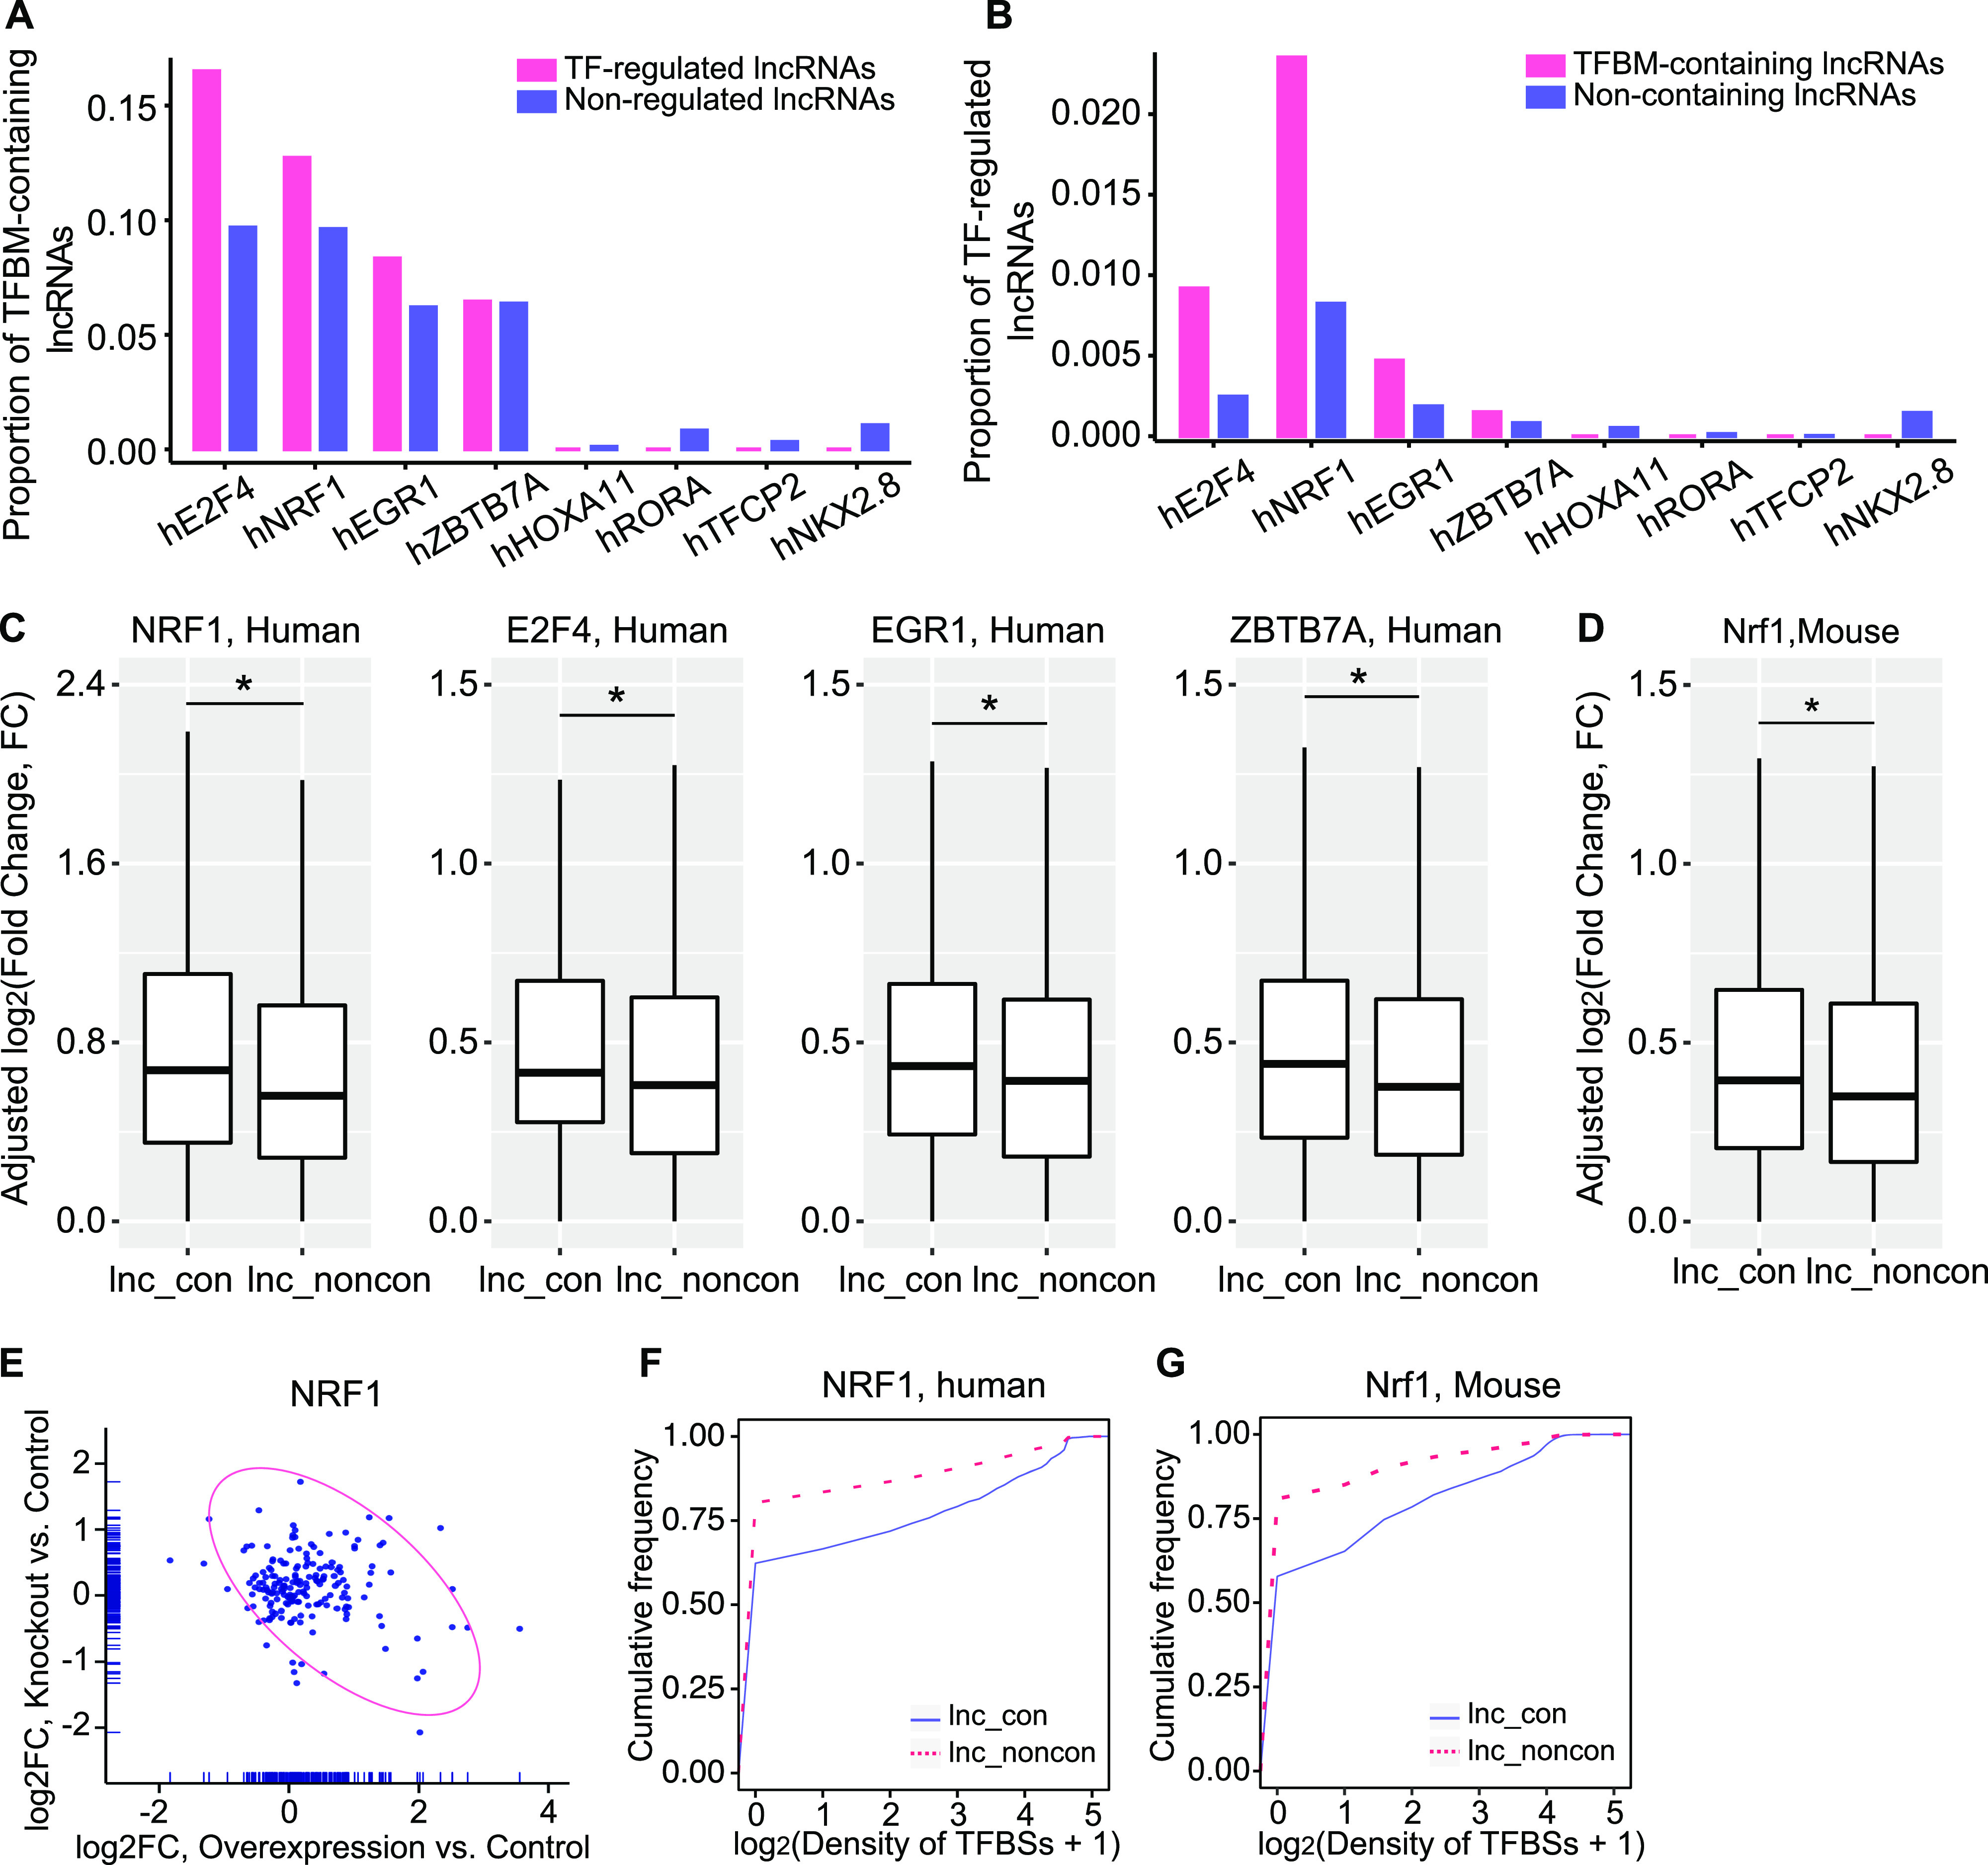
Conserved lncRNAs are likely to be regulated by CLB_TFs. **(A)** The relative proportion of TFBM-containing lncRNAs in TF-regulated lncRNAs and the non-regulated lncRNAs. **(B)** The relative proportion of TF-regulated lncRNAs in the TFBM-containing and non-containing lncRNAs. We used a cut-off of FDR < 0.05 to identify the TF-regualted lncRNAs in the overexpression RNA-seq data. **(C)** Expression change of the conserved and non-conserved lncRNAs upon the overexpression of CLB-TFs (*NRF1*, *E2F4*, *EGR1*, and *ZBTB7A*) in 293T cells. Expression change was adjusted by the gene abundance based on a linear regression model. The box indicates the interquartile range (IQR) from the 25th percentile (lower quartile) to the 75th percentile (upper quartile). The straight line in the box represents the median value. The upper whisker is the largest observation less than or equal to upper quartile +1.5*IQR. The lower whisker is the smallest observation greater than or equal to lower quartile −1.5*IQR. **(D)** The expression change of the conserved and non-conserved lncRNAs upon *NRF1* knockout in the mouse retina. **(E)** The relationship of log_2_ (fold change of expression) between the overexpression versus control and knockout versus control experiment for NRF1. **(F, G)** The density of NRF1-binding sites between the non-conserved and conserved lncRNAs in (F) human and (G) mouse. The binding sites were assessed by the ChIP-seq data of NRF1. (* in A and B, *P*-value < 0.05, Kolmogorov–Smirnov test, * in G and H, *P*-value < 0.05, Mann–Whitney *U* test).

To assess the effect of these CLB_TFs on lncRNA expression in vivo, we analyzed the mouse RNA-seq data of *Nrf1* knockout in the retina (Kiyama et al, 2018). Consistent with our in vitro results, the loss-of-*Nrf1* results in larger gene expression changes for conserved lncRNAs compared with non-conserved lncRNAs, reinforcing that those lncRNAs that are regulated by some TFs are more evolutionarily conserved (Fig 5D). Interestingly, despite in different cellular contexts and species, the *Nrf1* knockout–caused lncRNA expression alterations correlate negatively with those from *Nrf1* overexpression (Fig 5E), indicating that the regulation of Nrf1 on lncRNA expression can persist through specie barrier and cross different cell types. Furthermore, more binding sites of *NRF1* in the conserved lncRNA promoters can be readily detected in ChIP-seq analysis (Fig 5F and G). Taken together, our results have proven the existence of a set of TFs that can be more likely to bind and regulate the expression of conserved lncRNAs over the non-conserved ones.

## Materials and Methods

### Identification of conserved lncRNAs between human and mouse

We collected the lncRNAs annotation from GENCODE (Version 28lift37 for human and Version M17 for mouse) (Frankish et al, 2019), FANTOM5 (Hon et al, 2017), and our previous study (Alvarez-Dominguez et al, 2015; Ding et al, 2018). We filtered the lncRNAs overlapped with protein-coding mRNAs in the same strand and removed the redundancy of lncRNAs (Amaral et al, 2018). To provide a comprehensive category of conserved lncRNAs, we used multiple methods to identify the conserved lncRNAs between human and mouse (Fig S1A–D).

First, if the lncRNA bears the same gene symbol between human and mouse and is established as conserved lncRNAs in the previous study, the lncRNA was considered as the symbol-conserved lncRNAs.

Second, we used the globally syntenic regions which were generated by the whole-genome alignment between human and mouse to identify the conserved lncRNAs (Li et al, 2017). We downloaded the genome synteny alignment of mouse-to-human and human-to-mouse (chain files) created by mouse-to-human and human-to-mouse genome alignment, respectively. We lifted the mouse lncRNAs to human genome (mouse-mapped lncRNAs) and the human lncRNAs to mouse genome (human-mapped lncRNAs) based on the genome synteny alignment of mouse-to-human and human-to-mouse (chain files) (Fig S1A). If the mouse-mapped lncRNAs overlapped with the human lncRNAs or the human-mapped lncRNAs overlapped with mouse lncRNAs, these lncRNA pairs were retained. Only the lncRNA–lncRNA pairs which were commonly identified by the mouse-to-human and human-to-mouse were defined as the globally conserved lncRNAs (lnc_con_global) (Fig S1A).

Third, we used the local synteny approach to identify the conserved lncRNAs based on their nearest protein-coding genes (Amaral et al, 2018; Ding et al, 2018; Bryzghalov et al, 2020). In this method, we screened the lncRNAs whose nearest protein-coding genes were conserved in the 500 kb of upstream and downstream regions. The conserved protein-coding genes were obtained from the Ensembl database (Fig S1B).

(a) If only one lncRNA was present between the upstream and downstream nearest conserved protein-coding genes in human and mouse, this lncRNA pair was defined as locally conserved lncRNAs (lnc_con_local) (Fig S1B).
(b) If more than one lncRNA was present between the upstream and downstream nearest conserved protein-coding genes in at least one species, we performed the sequence alignment for these lncRNAs. The best hit for each other was also considered as the locally conserved lncRNAs (lnc_con_local) (Fig S1B).

Fourth, to discover the conserved lncRNAs with sequence conservation, we conducted the sequence homologous alignment of lncRNAs using BLAST with the E-value < 1 × 10^−5^ and identity ≥80% and BLAST with identity ≥80% for mouse-to-human and human-to-mouse, respectively (Fig S1C) (Necsulea et al, 2014). Only the best hit for each other was retained. In each lncRNAs pair, we used phastCons and phyloP to calculate the conserved score between human and mouse (Siepel et al, 2005). We performed the sliding window analysis for the conserved score with a window size of 200 bp and step length of 50 bp. Only the lncRNAs pair with the conserved score > 0.58 in at least one window was defined as the sequence-conserved lncRNAs (lnc_con_seq).

Fifth, we conducted the sequence alignment for the promoters of lncRNAs from mouse-to-human and from human-to-mouse using BLAST (v2.2.28+) with parameters of max_target_seqs 1, word_size 6, evalue 1E-10, strand plus, and perc_identity 80, separately (Fig S1D) (Camacho et al, 2009; Amaral et al, 2018). The lncRNA pairs with the best fit were defined as the promoter-conserved lncRNAs (lnc_con_promoter).

Ultimately, after removing the redundancy, we identified 1,731 conserved lncRNAs between human and mouse. If the lncRNAs pass the assessment of at least two methods, they were defined as high-confidence lncRNAs between human and mouse.

### Distribution of lncRNA types in conserved and non-conserved lncRNAs

To understand the contribution of different types of lncRNAs to conserved lncRNAs, we used the tool, FEELnc (FlExible Extraction of LncRNAs) (Wucher et al, 2017) to class the lncRNAs into four types: antisense, intergenic, intronic, and divergent lncRNAs based on their position relationship with protein-coding mRNAs. The lncRNAs which are not assigned to the above types would be regarded as the other type lncRNAs. We then assessed the composition of these lncRNA types in high-confidence, conserved, and non-conserved lncRNAs, and in different subcategories of lncRNAs including globally conserved lncRNAs, locally conserved lncRNAs, sequence-conserved lncRNAs, and promoter-conserved lncRNAs.

### Evolutionary conservation analysis between the conserved and non-conserved antisense lncRNAs

We downloaded the 46-way and 60-way phastCons score from the UCSC (https://genome.ucsc.edu/) for human and mouse, respectively. We defined the average of single-nucleotide phastCons score as the conservation score for each lncRNA and compared the conservation score between the conserved and non-conserved antisense lncRNAs.

### Disease annotation of lncRNAs

We used two approaches to identify disease-associated lncRNAs. First, if an lncRNA has a disease-associated SNP (single-nucleotide polymorphism) in its exon, it will be regarded as the disease-associated lncRNAs. The disease-associated SNPs are downloaded from GWAS Catalog (Ardlie et al, 2015; Buniello et al, 2019). Second, if the expression of an lncRNA is linked to a disease-associated eQTL (expression quantitative trait loci) then this lncRNA will also be defined as the disease-associated lncRNA. The significantly associated eQTLs were obtained from the GTEx (Version 7) (Ardlie et al, 2015).

### Characterize the gene structure between the conserved and non-conserved lncRNAs

We evaluated the gene feature between the conserved and non-conserved lncRNAs including the transcript number, exon number, and gene length based on the gene annotation of human and mouse. We used RepeatMasker (v4.07) to calculate the percentage of sequence-based TE (transposable elements) content in the conserved and non-conserved lncRNAs (Kapusta et al, 2013; Hezroni et al, 2017). To confirm whether the imbalanced number between conserved and non-conserved lncRNAs biases the results during their comparisons, we conducted these comparisons by 1,000-times random resampling (sample size n = 500) and then compared the characteristic such as gene length and transcript number between the conserved and non-conserved lncRNAs.

### Expression abundance across the examined tissues

To compare the expression breadth between the conserved and non-conserved lncRNAs, we calculate the expression of lncRNAs using the Human Body Map 2 data, Mouse Body Map (Li et al, 2017), and RNA-seq of mouse adipose tissues generated from our laboratory. We mapped the human and mouse RNA-seq data to the human genome (GRCh37) and mouse genome (GRCm38) using STAR (v.2.6.0c) (Dobin et al, 2013), respectively. featureCounts (v.1.6.3) (Liao et al, 2014) was used to calculate the read counts of conserved and non-conserved lncRNAs. Only uniquely mapped reads were retained. The read counts were normalized to CPM (counts per million) using the R package, edgeR (v.3.20.9) (Robinson et al, 2010). An lncRNA with the expression >0.5 CPM was considered as the detectable lncRNAs in each tissue.

### Correlation between the lncRNA and its nearby mRNAs

We calculated the Spearman correlation coefficients between lncRNA and its nearby gene within the flanking 50 kb using 272 and 136 randomized RNA-seq samples for human and mouse, respectively. The human samples were obtained from Human Body Map 2 data (Cabili et al, 2011), adipose tissues of an obese patient cohort (Poitou et al, 2015), liver with different fibrosis stages (Ramnath et al, 2018), and primarily differentiated myotubes (Varemo et al, 2017). The mouse samples included the Mouse Body Map data (male) (Li et al, 2017) adipose, liver, and muscle with different metabolic statuses of our laboratory. In the lncRNA–mRNA correlation analysis, we used 1,000 lncRNA–mRNA random pairs within the same distance as an independent null model (Hurst et al, 2004; Ebisuya et al, 2008; Cabili et al, 2011).

### Tissue specificity of the non-conserved, conserved, and high-confidence lncRNAs

We inspect the tissue-specific score of the non-conserved and conserved lncRNAs using the gene expression from a variety of tissues based on the approach on our early studies (Alvarez-Dominguez et al, 2015; Ding et al, 2018). We defined the fractional expression for each lncRNA in a given tissue as the proportion of its expression against the cumulative expressions of this lncRNA across all examined tissues. We used the max fractional expression to define the tissue-specific score. To compare the percentage of tissue-specific lncRNAs between non-conserved and conserved lncRNAs, we used different thresholds (0.1, 0.2, 0.3, 0.4, 0.5, and 0.6) to define tissue-specific lncRNAs (Ding et al, 2018).

### Identification of transcription factor–binding sites in the promoter of lncRNAs

We obtained the TFBMs from JASPAR 2018 (Khan et al, 2018) and used Find Individual Motif Occurrences (Grant et al, 2011) to discover the TFBSs in the promoter (upstream: 500 bp) for the conserved and non-conserved lncRNAs. We then calculated the number of TFBM types and TFBMs in the promoter of conserved and non-conserved lncRNAs. The significance test was performed by Kolmogorov–Smirnov test (*P*-value < 0.05).

### Analysis of ChIP-seq data

We downloaded 11,348 (for human) and 9,061 (for mouse) ChIP-seq data from Cistrome database (Zheng et al, 2019). We removed the peak files with the zero file size. A total of 11,213 (for human) and 9,038 (for mouse) ChIP-seq experiments were retained for the next analysis. We calculated the number of TF types and TFBSs in non-conserved and conserved lncRNAs by overlapping the peaks of differential TFs to the position of its promoter (upstream: 500 bp). We used a Kolmogorov–Smirnov test to test the significance in the number of TF types and TFBSs between non-conserved and conserved lncRNAs.

### Identification of TFs with preferential binding to the conserved lncRNAs

To find the TFs that are more likely to regulate the conserved lncRNAs, we used two bioinformatic approaches to identify the TFBM with enrichment in the promoter of conserved lncRNAs.

1)

$$\text{PR}\left(\text{Percentage}\;\text{Rate}\right)=\left|\left(\frac{A}{B}+R\right)/\left(\frac{C}{D}+R\right)\right|\;\text{or}$$

$$\text{PM}\left(\text{Percentage}\;\text{Minus}\right)=\left|\left(\frac{A}{B}\right)-\left(\frac{C}{D}\right)\right|\;.$$

For a specific TFBM, where A is the number of conserved lncRNAs with this TFBM, B is the total number of conserved lncRNAs, C is the number of non-conserved lncRNAs with this TFBM, and D is the total number of non-conserved lncRNAs. $\frac{A}{B}$ is the percentage of conserved lncRNAs bearing this TFBM and $\frac{C}{D}$ is the percentage of non-conserved lncRNAs with this TFBM. *R* is the median of all TFBM’s percentage including the $\frac{A}{B}$ and $\frac{C}{D}$.

If this TFBM is with either the *PR* more than the value of 90^th^ percentiles or *PM* more than the value of 90^th^ percentiles and $\frac{A}{B}$ and $\frac{C}{D}$ are significant (FDR < 0.05, two-proportions z-test), it will be defined as the TFBM with a preference to enrich in conserved lncRNAs.

2)

$$\text{DR}\left(\text{Density}\;\text{Rate}\right)=\left|\frac{M+R}{N+R}\right|\;\text{or}\;\text{DM}\left(\text{Density}\;\text{Minus}\right)=\left|M-N\right|\;.$$

For a specific TFBM, where *M* represents the density (average) of TFBMs in the promoter of conserved lncRNAs, *N* is the density of TFBMs in the promoter of non-conserved lncRNAs. *R* is the median of all TFBM’s density including M and N. If this TF is with either the *DR* more than the value of 90^th^ percentiles or *DM* more than the value of 90^th^ percentiles and *M* and *N* are statistical (FDR < 0.05, Mann–Whitney *U* test). It will be considered as the TFBM with a preference to enrich in conserved lncRNAs. The *P*-values in (1) and (2) were adjusted by the Benjamini–Hochberg method, separately (Benjamini & Hochberg, 1995).

### Overexpression of transcription factor in the 293T cells

The ORF regions of NRF1 (NM_005011.5), E2F4 (NM_001950.4), EGR1 (NM_001964.3), ZBTB7A (NM_015898.4), HOXA11 (NM_005523.5), RORA (NM_134260.2), TFCP2 (NM_005653.4), and NKX2-8 (NM_014360.3) were cloned into lentiviral vector pLV[Exp]-EGFP-EF1A>{MSC} from VectorBuilder. These plasmids and an empty control plasmid were transfected into 293T cells (ATCC) using EndoFectin Max transfection reagent (Genecopoeia) according to the manufacturer’s instruction. 48 h post-transfection, total RNAs were extracted using miRNeasy kit (QIAGEN) for downstream RNA-seq analysis.

### RNA-seq analysis of overexpression and knockout data

Total RNAs were sent to Novogene for RNA-seq library preparation and sequencing. ∼40 million reads per sample were generated. We used the FastQC (v.0.11.2) (Andrews, 2010) to control the quality of the RNA-seq data and mapped the pair-end reads to the human genome (GRCh37) by STAR (v.2.6.0c) (Dobin et al, 2013). We then used featureCount (v.1.6.3) (Liao et al, 2014) to compute the read counts based on the gene annotation. Only the uniquely mapped reads were retained. CPM (counts per million) is used to normalize the raw read counts (Robinson et al, 2010). We used the R package, edgeR (v.3.30.3) to perform the RNA-seq analysis (Robinson et al, 2010). The gene with FDR < 0.05 was defined as the differentially expressed genes (TF-regulated genes). The log_2_ fold change of (overexpressed CPM/control CPM) was used to assess the expression change by TF. The log_2_FC (overexpressed/control) is adjusted by the expression based on the linear regression model. We downloaded the RNA-seq samples of knockout NRF1 in the retina for the mouse from Gene Expression Omnibus (GEO: GSE101550) (Kiyama et al, 2018). We used the same pipeline to perform RNA-seq analysis in mouse. To check whether the overexpression and knockout of NRF1 reveals the negative correlation, we examined the relationship of expression change between overexpression versus control and knockout versus control for the conserved lncRNAs with CPM > 0.5 in both sides.

## Data Availability

The RNA-seq raw data are available on GEO (Gene Expression Omnibus) under the accession number: GSE156270.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

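The 9 libraries were RNA-seq of 293T cells 48 h after transfection, 1 control library without a TF insert, 4 CLB_TF libraries (NRF1, E2F4, EGR1 and ZBTB7A) and 4 control TF libraries (HOXA11, RORA, TFCP2 and NKX2-8). The authors checked the reads with FastQC 0.11.2, mapped the read pairs to GRCh37 with STAR 2.6.0c and counted uniquely mapped reads per gene with featureCounts 1.6.3. The deposited table gives the raw counts of the authors for 57163 genes, with no normalization. The strand setting of the counting is not given in the sources used here, so antisense and overlapping genes are uncertain. The paper normalized counts to CPM, called genes with edgeR at an FDR below 0.05 and adjusted expression change for abundance by linear regression.

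The table has no gene names. Of its gene IDs, 36202 were Ensembl IDs, of which 35408 had a symbol in GENCODE v44lift37, and 19329 and 1632 came from the other lncRNA catalogues of the study. Gene class, position and the conserved set were taken from that annotation, from the deposited table and from Table S2, whose 1731 conserved lncRNAs were all in the table (427 of them high-confidence). The median exon length was 4205 bases for mRNAs and 1003 for lncRNAs. Older symbols in the gene lists were matched through RefSeq synonyms, used for names only, and 24 of 28 histone names and all names of the other lists were matched.

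Totals were 14177970 to 18915400 counts per library, with a median of 17016549, so counting error alone gave wide intervals for most lncRNAs. Counts were scaled by TMM in edgeR 4.0.16 (R 4.3.3), and log2 fold changes were computed with a prior count of 2. Each TF library was set against the control library. A gene changed when its fold was at least 2 and its level at least 1 CPM in the higher library. Ratios have exact conditional binomial intervals at 95%. Since 1 library per condition has no replicate check, no p-value is given for such a comparison.

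The number of changed genes, the share that rose and the difference between conserved and non-conserved lncRNAs were compared between the 2 TF classes with two-sided exact permutation tests, with each TF as 1 value. The size of change of lncRNAs was the absolute residual of log2FC regressed on mean log2 CPM, at a mean of at least 0.5 CPM. Its median for conserved lncRNAs was placed among 10000 random lists matched on mean expression in 20 bins, with a threshold at the 95 percentile. The same kind of lists gave the percentile of each gene list's median in each TF library. The 4 CLB_TF libraries were compared with the 4 control TF libraries by edgeR's quasi-likelihood test after filterByExpr and TMM, with Benjamini-Hochberg adjustment at 0.05, and gene lists with camera and fry of limma 3.58.1. The TFs of a class stand in for replicates there, so the spread is that between TFs. Consensus motifs were searched as exact matches on both strands in the 500 bp upstream of gene starts of GRCh37.

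The gene lists covered nuclear subunits of oxidative phosphorylation, mitochondrial ribosomal proteins, mitochondrial DNA expression and import, mitochondrially encoded genes, the proteasome, E2F targets, mitosis, histones, immediate early genes, glycolysis, circadian genes, HOX genes, interferon genes, p53 targets, the unfolded protein response, heat shock proteins, cholesterol biosynthesis, cytoplasmic ribosomal proteins, snoRNA host lncRNAs, germline genes, neuronal genes, the CLB_TFs of Table S7, and fibroblast, leukocyte and keratin markers. Lists of globin and erythroid genes and of hepatocyte markers had fewer than 5 measured members and gave no value. The leukocyte list reached 5 members only in the comparison with the control library.

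Named genes were taken by a fixed rule. For each CLB_TF these were the 6 protein-coding genes, 4 conserved and 4 non-conserved lncRNAs with the largest rise and the 3 protein-coding genes and 2 lncRNAs with the largest fall among changed genes, ranked with a prior count of 5, and fewer for each control TF. Genes with no symbol are mostly left out of the text, and so are some with a symbol. The inserted TFs were left out of the ranking, and HOTAIR and MALAT1 were added because the paper names them. For each gene list the members with the largest change were named.

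Alternatives were library totals or DESeq2 size factors (DESeq2 1.42.0) in place of TMM, other minimum levels and prior counts, the mean of the other control TF libraries as reference, edgeR's exact test with an assumed BCV of 0.2 or 0.4, other adjustments for abundance, high-confidence lncRNAs alone, 1000 bp promoters and leaving out each TF library. The quasi-likelihood test was tested on simulated counts of 14974 genes, where it recovered 68% of genes changed 1.5-fold, 92% of those changed 2-fold and 100% at 4-fold and 8-fold, with 8 unchanged genes called. These shares describe the simulated counts and may not carry over to the real libraries. There, the 6 genes at log2FC of 2.06 to 3.38 had adjusted p of 0.0213 to 0.0323. None of them passed without the HOXA11, RORA, TFCP2 or NKX2-8 library. The percentile of conserved lncRNAs was tested on 100 simulated draws of 2140 lncRNAs and passed the threshold in 3% with no difference and in 100% with a spread 1.5 times as wide. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The mouse knockout and the ChIP-seq data of the paper were not analysed here.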

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

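Chosen after the result was seen were the Poisson interval of the TFCP2 counts and its comparison with expected counts. Among 67 groups of 4 to 8 libraries, 10 had a highest or lowest library far from the others, where chance gives about 1 in 20 groups, or 3.35.

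TFCP2 had 9812 counts in the control library and 653 to 703 in the 7 other libraries without its insert, an excess of 3.25% of that in the TFCP2 library. RNA or reads of the TFCP2 library mixed into the control library may account for it, or TFCP2 made from a plasmid and active in the control cells. In the test set beforehand, the 3 other genes at least 4-fold higher in the TFCP2 library than in the other TF libraries (SLCO1A2, SIAH2-AS1 and an unnamed lncRNA) had -0.845% of their excess in the control library, with an interval from resampling these genes of -18.8 to 3.07%, which lies below the 3.25% of TFCP2 and met the value set against both explanations. That interval leaves out counting error, and the 3 genes had only 7 counts in the control library, whose Poisson interval of 2.81 to 14.4 holds both the 7.84 expected without mixing and the 11.1 expected with it. With so few counts the planned bound was too narrow to exclude mixing, and the upper limit of 14.4 also leaves active TFCP2 protein open, so the 2 cannot be told apart.

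Of the other inserted TFs, E2F4, ZBTB7A, HOXA11 and RORA each had a single library apart from the rest. E2F4 had 911 counts in the ZBTB7A library, with 1144 as the next lowest. ZBTB7A had 1436 counts in the E2F4 library, with 659 as the next highest, HOXA11 had 1904 in the ZBTB7A library, with 1241 next, and RORA had 1097 in the HOXA11 library, with 294 next.

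The 392 changed lncRNAs of the NRF1 library stood apart from the other CLB_TF libraries, of which the next had 114. The median log2FC of nuclear subunits of oxidative phosphorylation was -0.22 in the NRF1 library and -0.12 to -0.11 in the other 3 CLB_TF libraries. Among control TF libraries NKX2-8 stood apart with a median log2FC of -0.38 for HOX genes (next -0.04), 0.0214 for mitochondrial ribosomal proteins (next -0.08) and 0.0288 for proteasome subunits (next -0.06).

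The paper compares each TF library with the control, and not the TF classes with each other gene by gene. That comparison gave 6 genes past an FDR of 0.05. Of the 35 splits of the 8 TF libraries into 4 and 4, only 1, the real one, gave 6 genes, and the highest of the other splits gave 1. First of 35 is the best rank this design allows, so chance is unlikely as the source of this count but is not excluded. Leaving out the HOXA11, RORA, TFCP2 or NKX2-8 library gave 0 genes in each case, while the log2FC of the 6 genes stayed near their full values (GSG1L 2.37 to 2.76 against 2.60, KCNK9 2.75 to 3.00 against 2.82) and their adjusted p was 0.0968 to 0.268.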

How the results depend on the processing

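Chosen after the result was seen were the comparison without the NRF1 and EGR1 libraries, which had the most genes with counts, and the order of filtering and TMM in the comparison of the TF classes, where TMM before the filter with full library totals gave 14 genes, was looked at first and was then replaced by the standard order. No paired analysis was possible because each condition had 1 library. Of the values that answer a comparison, 165 kept their direction, their side of the threshold or their size, 90 moved, 16 no longer passed and 22 changed direction. Of the other values 236 kept them, 65 no longer passed the 95 percentile or the fold rule in the same direction, 5 moved beyond their interval and 17 changed direction. Among the 16 above are the tests of the share that rose with TF libraries left out. Those tests could not pass, since their smallest possible exact p was 0.0571 or 0.133. Library totals raised all log2FC of the NRF1 library by 0.15 and those of the other TF libraries by at most 0.07, and changes are given relative to TMM. Most lncRNAs had few counts and so wide counting intervals. The cause was not tested for any of the values below, except that a higher minimum level leaves fewer genes and a lower one more.

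With a minimum of 0.5 CPM the changed lncRNAs numbered 861 for NRF1, 336 for E2F4, 334 for EGR1, 294 for ZBTB7A, 235 for HOXA11, 218 for RORA, 186 for TFCP2 and 434 for NKX2-8, and the changed mRNAs 518 for EGR1, 391 for ZBTB7A, 233 for HOXA11, 169 for RORA, 146 for TFCP2 and 559 for NKX2-8. With 5 CPM the lncRNAs numbered 18 for NRF1, 12 for E2F4, 6 for EGR1, 2 for ZBTB7A, 2 for HOXA11, 0 for RORA, 0 for TFCP2 and 9 for NKX2-8, and the mRNAs 286 for NRF1, 277 for E2F4, 61 for EGR1, 59 for ZBTB7A, 20 for HOXA11, 4 for RORA, 3 for TFCP2 and 78 for NKX2-8. With a prior count of 5 the lncRNAs numbered 58 for ZBTB7A, 44 for HOXA11, 35 for RORA, 21 for TFCP2 and 115 for NKX2-8, and the mRNAs 88 for HOXA11, 42 for RORA and 28 for TFCP2. With the mean of the other control TF libraries as reference the lncRNAs numbered 45 for ZBTB7A, 42 for HOXA11, 32 for RORA and 110 for NKX2-8, and the mRNAs 192 for EGR1, 151 for ZBTB7A, 58 for HOXA11 and 46 for RORA. With edgeR's exact test at an assumed BCV of 0.2 the lncRNAs numbered 132 for NRF1, 31 for E2F4, 17 for EGR1, 1 for ZBTB7A, 4 for HOXA11, 1 for RORA, 0 for TFCP2 and 17 for NKX2-8, and the mRNAs 414 for NRF1, 197 for E2F4, 83 for EGR1, 37 for ZBTB7A, 9 for HOXA11, 3 for RORA, 2 for TFCP2 and 52 for NKX2-8. At a BCV of 0.4 they numbered 11 for NRF1, 9 for E2F4, 2 for EGR1, 0 for ZBTB7A, 0 for HOXA11, 0 for RORA, 0 for TFCP2 and 0 for NKX2-8, and the mRNAs 55 for NRF1, 30 for E2F4, 15 for EGR1, 1 for ZBTB7A, 2 for HOXA11, 1 for RORA, 1 for TFCP2 and 2 for NKX2-8. The BCV estimated by taking the control and the 4 control TF libraries as a single group was 0.0996. The difference between TF classes in the share of changed genes that rose was 10.9 points with 5 CPM, 6.90 at a BCV of 0.2 and -1.02 at a BCV of 0.4 (where 5 TF libraries had only 1 or 2 calls, all of them rises, so that the sign decides nothing), and leaving out 1 TF library gave 14.8 (without RORA) to 22.6 points (without ZBTB7A), each at an exact p of 0.0571, the smallest that 3 values against 4 allow. Leaving out 1 TF library, the ratio of changed lncRNAs between classes ranged from 1.40 without NRF1 to 2.60 without NKX2-8, and that of mRNAs from 2.66 without TFCP2 to 5.04 without NKX2-8. With all 8 TF libraries the ratio of mRNAs was 2.54 with 0.5 CPM, 11.1 with 5 CPM, 17.3 at a BCV of 0.2 (exact p = 0.0571) and 8.87 at a BCV of 0.4. Without both NRF1 and EGR1 the ratios were 1.39 and 2.81, the share that rose differed by 16.4 points (exact p = 0.133, the smallest that 2 values against 4 allow), and 44 genes passed between the classes, the 6 genes among them. The mean of the other control TF libraries as reference centres the control TFs by construction and decides nothing on a difference between classes. The class test for lncRNAs gave no value with 5 CPM or with the exact tests, where a TF had 0 changed lncRNAs, and in the library of its own TF the motif of TFCP2 gave none under any setting and those of ZBTB7A and HOXA11 gave one only with 1000 bp promoters.

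For the conserved minus non-conserved difference in size of change, the absolute log2FC regressed on mean log2 CPM gave 0.0416 for E2F4, 0.0425 for EGR1, 0.0578 for ZBTB7A, 0.0232 for HOXA11, 0.0159 for RORA, 0.00972 for TFCP2 and 0.0469 for NKX2-8. With no minimum beyond 1 count it was 0.179 for E2F4, 0.0276 for EGR1, 0.140 for ZBTB7A, 0.194 for HOXA11, 0.136 for RORA, 0.154 for TFCP2 and 0.123 for NKX2-8, and the difference between TF classes was -0.0583. Unadjusted absolute log2FC gave -0.0136 for EGR1 and 0.0192 for NKX2-8, a mean of at least 1 CPM gave 0.00618 for NRF1 and -0.0130 for EGR1, and high-confidence lncRNAs gave -0.00117 for EGR1. Under the other alternatives the difference between TF classes was 0.0166 to 0.0423, and leaving out 1 TF library gave 0.0211 to 0.0343. For the motifs, the median log2FC in the NRF1 library was 0.130 with the NRF1 motif and 0.284 without it, at the 25.85 percentile of matched lists. For E2F4, EGR1, RORA and NKX2-8 the median with minus without the motif was above 0, at 0.10, 0.0706, 0.15 and 0.0489. In the same order, the medians with the motif lay at the 90.25, 96.5, 79.6 and 57.4 percentiles, so by this measure EGR1 passed and E2F4 did not. Among the libraries of other TFs, the EGR1 motif also passed in the HOXA11 library (0.102 with and 0.0298 without it, 95.96 percentile). The EGR1 pass was therefore not confined to the EGR1 library. The E2F4 motif passed in the RORA library alone, at the 97.4 percentile. With the other control TF libraries as reference the difference in the share changed was 5.06 for E2F4 and 2.02 for EGR1 percentage points. Between the TF classes, DESeq2 called 154 genes and the test with no filter on low counts 781, each with the 6 genes among them, and library totals the same 6. Leaving out 1 TF library gave 0 genes (without HOXA11, RORA, TFCP2 or NKX2-8) to 62 (without EGR1). Among the gene lists, the median log2FC changed sign with the mean of the other control TF libraries as reference for HOX genes 0.0542 for E2F4, 0.0348 for EGR1 and 0.0104 for ZBTB7A, for cholesterol biosynthesis 0.0356 for RORA, for heat shock proteins -0.081 for NRF1 and -0.00953 for EGR1, for mitochondrial ribosomal proteins 0.00623 for HOXA11, for mitochondrially encoded genes -0.14 for E2F4, -0.16 for EGR1 and -0.10 for ZBTB7A, for mitosis genes 0.019 for RORA and for p53 targets -0.10 for E2F4, -0.15 for EGR1, -0.17 for HOXA11 and -0.00416 for TFCP2. With the same reference the small neuronal medians of the RORA and TFCP2 libraries, given with the control TFs above, also fell below 0. The median changed sign with library totals for mitochondrially encoded genes in the TFCP2 library (0.00381) and with a mean of at least 5 CPM for neuronal genes in the EGR1 library (-0.0068).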

Differences from the paper's values

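The paper's counts were read by eye from bars and its medians from box plots, and the thresholds differ, since the paper called genes at an FDR below 0.05 with edgeR and the counts here rest on a fold of at least 2. For raised lncRNAs in Fig. S9B, read by eye, the paper's value is about 27 for ZBTB7A against 51 here, about 18 for HOXA11 against 45, about 6 for RORA against 25, about 3 for TFCP2 against 27 and about 50 for NKX2-8 against 93. A prior count of 5 and the mean of the other control TF libraries as reference brought ZBTB7A and NKX2-8 within the 1.5-fold limit, and the other alternatives set before the data were examined did not. None of those alternatives did so for HOXA11, RORA or TFCP2.

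For lowered lncRNAs in Fig. S9B, read by eye, the paper's value is about 11 for NRF1 against 23 here, about 8 for E2F4 against 23, about 6 for EGR1 against 21, about 8 for ZBTB7A against 41, about 4 for HOXA11 against 26, about 3 for RORA against 32, about 2 for TFCP2 against 15 and about 7 for NKX2-8 against 80. Of the alternatives set before the data were examined, a prior count of 5 closed the gap for E2F4 and EGR1, the control TF libraries as reference for NRF1, E2F4 and EGR1 and a minimum of 5 CPM for NKX2-8. None of the others did, and none closed it for ZBTB7A, HOXA11, RORA or TFCP2.

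For raised mRNAs in Fig. S9C, read by eye, the paper's value is about 35 for HOXA11 against 120 here, about 10 for RORA against 47, about 10 for TFCP2 against 40 and about 130 for NKX2-8 against 308. With the mean of the other control TF libraries as reference all 4 came within the limit, and with none of the other alternatives did any of them. That reference also moved 3 TFs outside the limit, read by eye from Fig. S9C, E2F4 to 353 against about 580 in the paper, EGR1 to 173 against about 290 and ZBTB7A to 123 against about 190.

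For the median size of change of conserved lncRNAs, the paper's value, read by eye, is about 0.68 for NRF1 and about 0.44 for ZBTB7A in Fig. 5C, against 0.37 and 0.26 here, and about 0.38 for RORA and about 0.34 for TFCP2 in Fig. S9D, against 0.25 and 0.21. With the absolute log2FC regressed on mean log2 CPM all 4 came within the limit. A prior count of 0.5 and high-confidence lncRNAs alone also did so for RORA and no minimum beyond 1 count for TFCP2, and the other alternatives did not. High-confidence lncRNAs alone moved the conserved medians of HOXA11 and NKX2-8 outside the limit, and no minimum beyond 1 count moved the non-conserved medians of all TFs but EGR1 outside it. Only with the absolute log2FC regressed on mean log2 CPM were all conserved and non-conserved medians within the limit. The paper states about 40 M reads per sample, and the median library held 17.0 M counts, or 34.0 M reads if each count is a read pair, which is within the limit of 1.5 times. The reads were paired, and whether pairs or single reads were counted is not given in the sources used here.

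The paper states that CLB_TFs changed conserved lncRNAs more than non-conserved ones. The difference of medians was 0.00 for NRF1 and EGR1, -0.02 for E2F4 and -0.04 for ZBTB7A, and NRF1 and EGR1 passed the 95 percentile of matched lists, though not with a mean of at least 1 CPM. The absolute log2FC regressed on mean log2 CPM alone kept every median within the limit of the paper's values. With it the difference was above 0 for all 4, at 0.10, 0.04, 0.04 and 0.06 for NRF1, E2F4, EGR1 and ZBTB7A. It was also above 0 for all 4 control TFs, at 0.0232 for HOXA11, 0.0159 for RORA and 0.00972 for TFCP2. For NKX2-8 it was 0.0469, which lies above E2F4 and EGR1. The paper states that control TFs showed no such difference. With the residual of log2FC at a mean of at least 0.5 CPM, the 4 control TFs had differences of -0.05 to -0.02, with none past the 95 percentile. With no minimum beyond 1 count they had 0.123 to 0.194, against 0.0268 to 0.179 for the CLB_TFs. Unadjusted absolute log2FC gave 0.0192 for NKX2-8. No control TF passed the 95 percentile under these 2 settings either.

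The paper states that the CLB_TFs changed more genes than the control TFs in general. Of the 4 CLB_TFs, NRF1 and E2F4 had more changed mRNAs than every control TF, whereas NKX2-8 had 348 changed mRNAs against 290 for EGR1 and 238 for ZBTB7A, and 173 changed lncRNAs against 114, 105 and 92 for E2F4, EGR1 and ZBTB7A. The paper states that lncRNAs with a TF's motif were changed more often than those without. By consensus motifs this held for E2F4 (15.0 against 7.38%) and, with the control TF libraries as reference, for EGR1 (7.03 against 5.01%, where the EGR1 motif was also ahead in the NKX2-8 library, at 10.4 against 7.54%), but not for NRF1 (14.8 against 22.6%), NKX2-8 (4.76 against 12.3%) or RORA (0 of 5 lncRNAs).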

Other observations

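Chosen after the result was seen were the tests of conserved lncRNAs by percentile without overlapping lncRNAs and over 20 thinnings, the size-matched subsets, and the bootstrap of the NKX2-8 median.

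Mitochondrially encoded genes had a median log2FC of 0.46 in the NKX2-8 library and 0.21 in the HOXA11 library, above nearly all matched random lists (100 percentile in both), and of 0.40 and 0.07 with the other control TF libraries as reference. In the NRF1 library the median was -0.34, at the 0.07 percentile, and -0.52 with that reference. Heat shock genes were led by HSPA6, with log2FC of 5.32 in the HOXA11 library, 4.18 in the NRF1 library and 3.17 in the NKX2-8 library, and by HSPA1A, at 2.15 in the HOXA11 library. The 5 keratin markers measured had medians of 1.17 in the HOXA11 library and 1.25 in the NKX2-8 library, at the 99.99 and 99.96 percentiles, and of 0.07 and 0.24 with the other control TF libraries as reference. The 5 leukocyte markers measured had a median of 0.88 in the NKX2-8 library, at the 99.2 percentile, and -0.48 in the TFCP2 library.

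Of the interferon genes, 4 genes passed 2-fold in the NRF1 library, among them the regulator IRF7 (2.18), the RNA sensor IFIH1 (2.14) and OAS3 (1.20), while the median of the list was 0.09 there, at the 30.8 percentile. Germline genes had a median of 0.39 in the NRF1 library, at the 79.9 percentile, with PIWIL4, a piRNA-binding protein, at 2.03 and TEX14 at 1.73. Cholesterol biosynthesis genes had medians of -0.23 in the NRF1 library and -0.19 in the E2F4 library. Cytoplasmic ribosomal proteins had medians of -0.26 for NRF1, -0.13 for E2F4, -0.11 for EGR1 and -0.17 for ZBTB7A. SnoRNA host lncRNAs had 0.07 for NRF1 and -0.17 for ZBTB7A. Targets of p53 had 0.29 in the RORA library, at the 100 percentile, and 0.04 with the other control TF libraries as reference, and GDF15, a secreted stress factor, reached 2.40 in the EGR1 library.

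The NRF1 and E2F4 libraries shared 210 raised genes (176 mRNAs and 28 lncRNAs, of which 5 were conserved), out of 1226 and 521 raised among 14051 genes. Independent lists of these sizes would share 45.5, and unchanged libraries drawn against the control library shared 31.0 of 87.2 and 79.0 raised genes, lists too small to set beside 210, so part of the excess may come from the shared control library. Against the RORA and TFCP2 libraries, the median log2FC of these genes was 1.53 for NRF1 and 1.62 for E2F4, at least 0.801 of that against the control library, which argues against the control library alone. CpG-rich promoters remain open, since 65.2% of the genes had a promoter CpG ratio over 0.6, against 52.9% in matched lists (99.99 percentile). A response to any TF that changes many genes remains open too, since the median was 0.27 for NKX2-8 and 0.66 for ZBTB7A, and the bootstrap interval of the NKX2-8 median minus 0.5 times that of ZBTB7A ran from -0.180 to 0.0568.

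The conserved lncRNAs of the NRF1 and EGR1 libraries lay above most matched lists in their size of change at a mean of at least 0.5 CPM, but did not pass the 95 percentile at 1 CPM. Matching also on the promoter CpG ratio, which was 0.777 for conserved and 0.676 for non-conserved lncRNAs, left the highest CLB_TF percentile at 98.9, which argues against CpG density as the whole cause. Without lncRNAs overlapping an mRNA gene the higher of the percentiles for NRF1 and EGR1 was 89.3, while E2F4 and ZBTB7A passed at 95.05 and 98.0, up from 93.0 and 42.3, but only 52% of 50 random subsets of the same sizes stayed past 95, so shared reads and smaller numbers cannot be told apart. After thinning to the smallest library the median percentile was 96.6 for NRF1 (79.5 to 99.95 over 20 thinnings) and 88.9 for EGR1 (51.6 to 99.95), which leaves depth open. The tests set beforehand on the mean difference of medians, which was -0.0123 and after thinning -0.0231, could not be read because the difference was below 0 from the start.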
